# Phenotypic responses to interspecies competition and commensalism in a naturally-derived microbial co-culture

**DOI:** 10.1038/s41598-017-18630-1

**Published:** 2018-01-10

**Authors:** Nymul Khan, Yukari Maezato, Ryan S. McClure, Colin J. Brislawn, Jennifer M. Mobberley, Nancy Isern, William B. Chrisler, Lye Meng Markillie, Brett M. Barney, Hyun-Seob Song, William C. Nelson, Hans C. Bernstein

## Abstract

The fundamental question of whether different microbial species will co-exist or compete in a given environment depends on context, composition and environmental constraints. Model microbial systems can yield some general principles related to this question. In this study we employed a naturally occurring co-culture composed of heterotrophic bacteria, *Halomonas* sp. HL-48 and *Marinobacter* sp. HL-58, to ask two fundamental scientific questions: 1) *how do the phenotypes of two naturally co-existing species respond to partnership as compared to axenic growth?* and 2) *how do growth and molecular phenotypes of these species change with respect to competitive and commensal interactions?* We hypothesized – and confirmed – that co-cultivation under glucose as the sole carbon source would result in competitive interactions. Similarly, when glucose was swapped with xylose, the interactions became commensal because *Marinobacter* HL-58 was supported by metabolites derived from *Halomonas* HL-48. Each species responded to partnership by changing both its growth and molecular phenotype as assayed via batch growth kinetics and global transcriptomics. These phenotypic responses depended on nutrient availability and so the environment ultimately controlled how they responded to each other. This simplified model community revealed that microbial interactions are context-specific and different environmental conditions dictate how interspecies partnerships will unfold.

## Introduction

In microbial life, a cell’s phenotype is determined by the properties encoded in its genome and by its environment. Often, one of the major factors in a microbe’s environment is the presence or absence of other species in the community. When species with the potential to interact come in physical or chemical contact, they respond to each other and often change their phenotypes to enable competition, mutualism, or commensalism. Each of these interaction types represent formative biological principles that have shaped evolution of species and the functioning of entire ecosystems^1,2^. The molecular basis for interspecies microbial interaction is an intense scientific focus area, yet major gaps remain in our collective knowledge of how growth and molecular phenotypes change in response to different modes of microbial partnership. For instance, under one set of environmental constraints two species may compete for a single limiting resource, with the one having greatest affinity for the resource eventually excluding the other. However, natural microbial habitats are rarely static. Conditions that promote competitive exclusion can shift to allow stable co-existence, for example, causing interdependency of growth between two species^3–5^. We addressed this duality by asking two fundamental questions: 1) *how do the phenotypes of two naturally co-existing species respond to partnership as compared to axenic growth?* and 2) *how do growth and molecular phenotypes of these species change with respect to competitive and commensal interactions?*

To answer these questions, we employed a *‘natural’* heterotrophic co-culture comprised of two isolates, *Halomonas* sp. HL-48 and *Marinobacter* sp. HL-58. These strains were co-isolated from a MgSO_4_-dominated hypersaline lake and have been shown to co-exist within stable, naturally interactive microbial consortia^6–8^. Both strains are capable of axenic growth on glucose as the sole carbon and electron source^9^. However, only *Halomonas* HL-48 can utilize xylose – an ability conferred by genes encoding for the ABC-type xylose uptake system (*xylFGH*), a putative xylose isomerase (*CY41DRAFT_1942*) and a xylulokinase (*CY41DRAFT_1366*). 

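In axenic *Halomonas* HL-48, transcripts of the putative xylose isomerase gene *CY41DRAFT_1942* were 3.84-fold more abundant on glucose (1309 ± 260 normalized counts, mean ± SD, n = 4) than on xylose (340 ± 21.9, n = 4, limma adjusted p = 1.1e-07). The difference was 2.33-fold in co-culture with *Marinobacter* HL-58 (1037 ± 168, n = 5, against 444 ± 58.3, n = 4, limma adjusted p = 8.8e-06). The xylulokinase gene *CY41DRAFT_1366* went the other way. Its axenic level was 290 ± 22.2 on glucose and 616 ± 43.3 on xylose, a log2 change of -1.08 (limma adjusted p = 8.6e-05), or -0.99 after quantile normalization. In co-culture it stood at 381 ± 68.5 on glucose and 583 ± 139 on xylose, a log2 change of -0.61 (limma adjusted p = 0.0082). Xylose co-culture replicate 4, which stood apart from its replicates, had 379, against 620, 639 and 694 in the others. Over other settings of the fit this change ranged from -0.77 to -0.52 (limma adjusted p 6.5e-05 to 0.11). The partner changed neither gene by 2-fold on either sugar. For *CY41DRAFT_1942* the log2 change in co-culture was -0.33 on glucose and 0.38 on xylose (limma adjusted p = 0.5 and 0.14). For *CY41DRAFT_1366* it was 0.39 and -0.08 (limma adjusted p = 0.4 and 0.74). Glucose cultures were harvested at 20 h and xylose cultures at 33 h, so sugar and harvest time changed together.

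**Figure D1:**
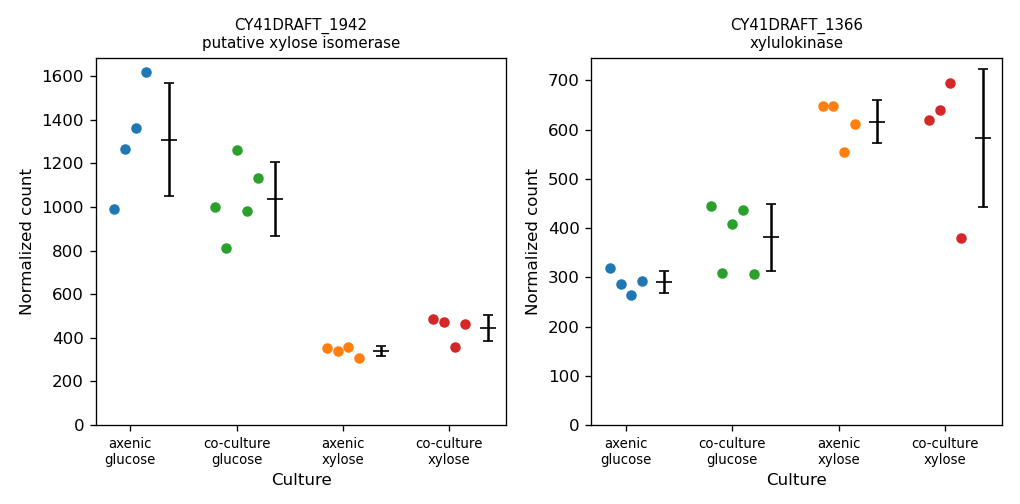
Normalized counts of *CY41DRAFT_1942* and *CY41DRAFT_1366* in *Halomonas* HL-48 by culture. Each point is 1 library; the horizontal mark and its bar give the mean ± SD.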

*Marinobacter* HL-58, on the other hand, lacks xylose transporters and xylose isomerase genes. It does, however, encode genes that enable it to import and assimilate fermentation products from its co-culture partner: acetate (*acetyl-CoA synthetase*; *acs*), formate (*FNT family formate-nitrate transporter and a formate-tetrahydrofolate ligase; CD01DRAFT_0289*), and ethanol (*PQQ-dependent ethanol dehydrogenase*; *queDH*). These complementary metabolic potentials make this co-culture system well-suited for testing phenotypes associated with substrate competition and commensal metabolite exchange.

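The formate-tetrahydrofolate ligase gene *CD01DRAFT_0289* of *Marinobacter* HL-58 was transcribed at 156 ± 10.6 normalized counts in axenic culture on glucose (mean ± SD, n = 5). Its level was 159 ± 28.7 in co-culture on glucose (n = 5, limma adjusted p = 0.94) and 118 ± 10.2 in co-culture on xylose (n = 4). The lower level in xylose co-culture was a log2 change of -0.40 from axenic culture on glucose (limma adjusted p = 0.035), under the 2-fold threshold. Sugar, partner and harvest time all differ between these cultures.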

A cell’s phenotype is its nonheritable physical state^10^. The phenotype of a population or species is specific to a context, and dependent on the presence or absence of other species^11–15^. This study explores the generalizable concept that microbial species respond to one another as part of their environment and that they exert direct and/or indirect regulation over each other’s expression of genome-encoded functions. Growth phenotypes are direct manifestations of molecular phenotypes. Thus, to assess both the response mechanism and outcome of co-culture under different nutrient-controlled interaction states which spawned either competitive or commensal interactions, we measured the specific growth rates of each species and changes in transcript abundance and metabolite accumulation. Our results suggest that environment can change the nature of interspecies interactions, and that community context modulates an individual species’ response to the environment.

## Results

### Growth phenotypes of competition and commensalism

Our co-cultivation experiments demonstrated that interspecies partnerships changed the growth phenotypes of *Halomonas* HL-48 and *Marinobacter* HL-58. These changes depended on whether glucose or xylose was supplied as the sole carbon source. Both species were supported under xylose-fed co-cultivation, indicating that *Marinobacter* HL-58 was present and growing, regardless of the fact that it cannot catabolize xylose as its sole carbon source (Fig. 1A,B,C). Co-cultivation altered the specific growth rate of both species as compared to each respective axenic control (Fig. 1C). The axenic cultures of *Halomonas* HL-48 exhibited higher maximum specific growth rates (0.307 h^−1^) on glucose as compared to axenic *Marinobacter* HL-58 (0.215 h^−1^). Hence, co-cultivation on glucose led to competition, in which growth of *Halomonas* HL-48 outpaced *Marinobacter* HL-58 (Fig. 1D). Under this competitive co-culture treatment, the species displayed contrasting changes in specific growth rates compared to their respective axenic controls (Fig. 1C). *Halomonas* HL-48 exhibited only a 6% increase in growth rate while *Marinobacter* HL-58 was severely affected by competition and decreased its specific growth rate by 20% from its axenic performance. The glucose competing co-culture also showed changes in extracellular organic acid production compared to each axenic control (Fig. 1E). Specifically, competitive co-cultivation resulted in a decreased abundance of acetate and ethanol compared to axenic cultures of *Halomonas* HL-48 (p = 0.02 and p < 0.001, respectively; pairwise t-test with Holm correction).

**Figure 1:**
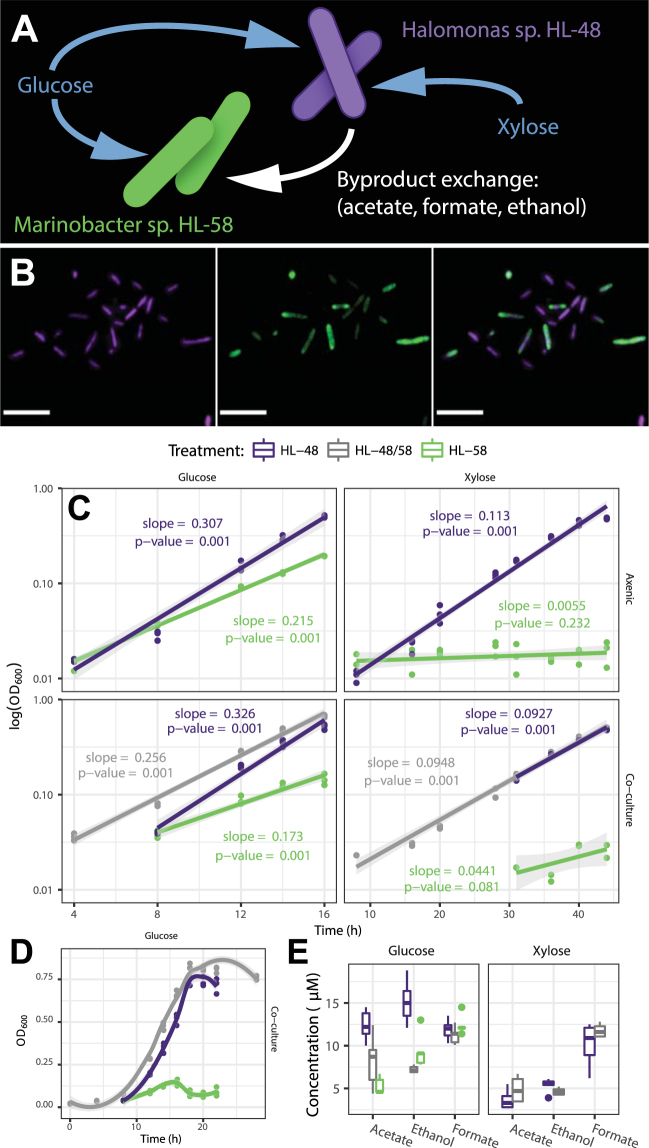
Co-culture of *Halomonas* HL-48 *and Marinobacter* HL-58. (**A**) Both species can metabolize glucose, while only *Halomonas* HL-48 can metabolize xylose. Under xylose co-culture conditions, *Halomonas* HL-48 supports *Marinobacter* HL-58 growth with metabolic byproducts. (**B**) Layers of a confocal image showing the co-existence of each species under xylose (commensal) co-cultivation; scale bars represent 5 µm. A green fluorescent protein was used to quantify the relative populations *Marinobacter* HL-58 (green) against the total (parent) population stained with Alexa Fluor 647 (shown in purple). (**C**) Species-specific growth rates as a function of interspecies partnerships in each nutrient treatment. Data points and regressions that are specific for *Halomonas* HL-48, *Marinobacter* HL-58 and the co-culture are shown in purple, green and grey, respectively. All data points are shown for each replicate measurement. The slopes of each line are equivalent to the specific growth rates (h^−1^) and the p-value represents the probability of observing this slope if there was no relationship between growth rate and time. (**D**) The full growth curves during glucose co-cultivation showing lag through stationary phase; *Marinobacter* HL-58 was outcompeted by *Halomonas* HL-48 as indicated by the drop in abundance and truncation of log-phase growth as compared to the axenic controls. (**E**) Extracellular metabolite concentrations as determined via NMR spectroscopy at the mid-log phase during each treatment (20 h for glucose, 33 h for xylose).

In contrast to the competitive environment of glucose growth, co-cultivation on xylose established a commensal growth phenotype of the consortium. Growth of *Marinobacter* HL-58 was enabled through partnership with the xylose consuming *Halomonas* HL-48. This result was in stark contrast to the *Marinobacter* HL-58 axenic control on the xylose minimal medium, where no growth could be observed (Fig. 1C). Although *Halomonas* HL-48 exhibited a decreased specific growth rate (18%) in co-cultivation, the duration and general magnitude of log phase growth was essentially identical to axenic performance. Specifically, there was no significant reduction in the overall fitness of *Halomonas* HL-48 as a result of xylose-fed co-cultivation, which is evident by comparing abundances after 46 h of growth (OD_600nm_ = 0.491 ± 0.005 as compared to the axenic measurement of 0.495 ± 0.005). Thus, we conclude that this is an example of commensal behavior rather than parasitism. *Marinobacter* HL-58 growth was confirmed on minimal media containing only acetate and ethanol; hence, it was likely supported in co-culture from alcohol and organic acid metabolic byproducts derived from *Halomonas* HL-48. This conclusion is supported by four pieces of evidence: i) the no-growth axenic phenotype of *Marinobacter* HL-58 on xylose; ii) the absence of xylose uptake/catabolism genes in the *Marinobacter* HL-58 genome; iii) the presence of acetate and ethanol in the extracellular environment (Fig. 1E); and iv) the presence of genes encoding for acetyl-CoA synthetase (*acs*) and alcohol dehydrogenase (*adh* and *queDH*) in the *Marinobacter* HL-58 genome combined with experiments confirming growth on acetate and ethanol provided as the sole carbon source.

### Molecular phenotypes of competition and commensalism

Distinct molecular phenotypes were observed for each species under the competitive and commensal treatments. This was assayed via global transcriptomic profiles from co-cultivation treatments compared to each respective axenic control. 

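RNA was sequenced from axenic *Halomonas* HL-48 on glucose (n = 4) and xylose (n = 4), axenic *Marinobacter* HL-58 on glucose (n = 5), and co-cultures on glucose (n = 5) and xylose (n = 4), 22 libraries in all. Each sugar was supplied at 5 mM. Reads of a co-culture library were counted over the genes of each species separately, which gave 3364 *Halomonas* HL-48 genes in 17 libraries and 3859 *Marinobacter* HL-58 genes in 14 libraries. The deposited values are counts after DESeq2's variance-stabilizing transformation, so they are not log2 units. A 2-fold rise equals 1.43, 2.31 and 1.84 deposited units from 10, 100 and 1000 normalized counts of *Halomonas* HL-48, and 1.15, 2.23 and 1.84 units for *Marinobacter* HL-58. The transformation is a single rising function of the normalized count in each table, and it was undone from the steps between neighbouring values, with 100.00% of the *Halomonas* HL-48 and 99.96% of the *Marinobacter* HL-58 values in the decoded range falling within 0.05 of a whole read.
Median depth in reads of decoded genes was 5787842 for axenic *Halomonas* HL-48 on glucose, 2204687 for axenic *Halomonas* HL-48 on xylose and 9889063 for axenic *Marinobacter* HL-58. In the co-cultures, *Halomonas* HL-48 genes received a median of 2886363 reads on glucose and 7541018 on xylose. *Marinobacter* HL-58 genes received 2918743 on glucose and 228593 on xylose, where the median gene had 15 to 53 reads per library. Replicates correlated across genes at r = 0.838 to 0.994 for *Halomonas* HL-48 in xylose co-culture and 0.992 to 0.996 for axenic *Marinobacter* HL-58. The *Halomonas* HL-48 profile of xylose co-culture replicate 4 stood at -24.0 on the first principal component, on which the other xylose co-cultures lay between 77.3 and 82.1. It was kept in every comparison.

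**Figure D2:**
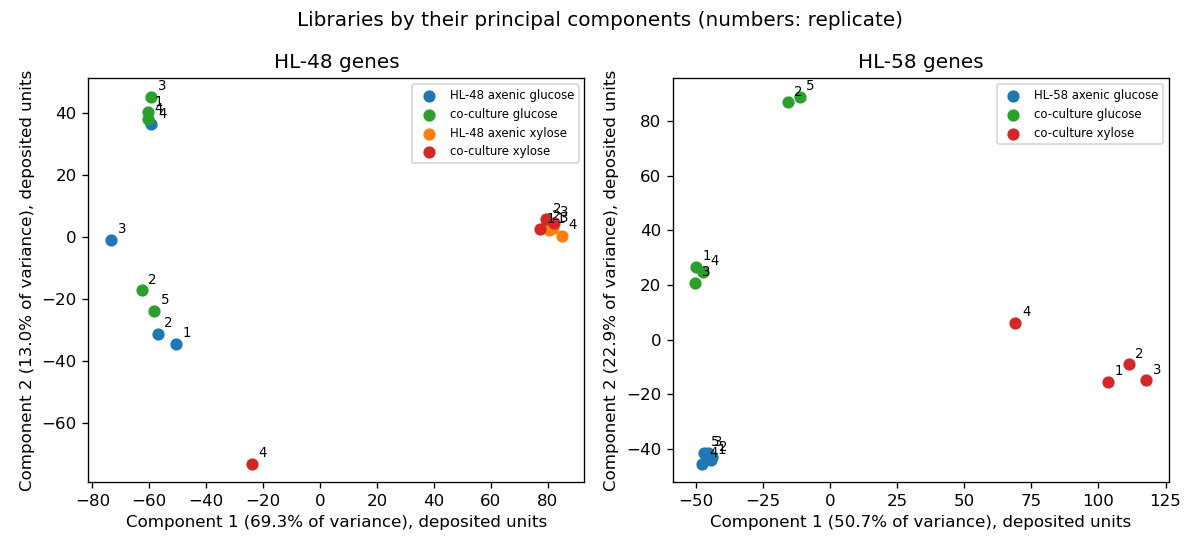
First and second principal components of the deposited values of *Halomonas* HL-48 genes and of *Marinobacter* HL-58 genes. Each point is 1 library, numbered by replicate and coloured by culture.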

Differentially expressed genes were defined as those showing at least a 2-fold change and adjusted p-value ≤ 0.05 between axenic and co-cultivation. 

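Fold changes here are ratios of mean normalized counts, each raised by 1 count. An SE beside a log2 change belongs to the difference of mean log2 counts, with the spread pooled over all libraries of a table. It is not the error of the printed ratio. The test is limma's moderated test on the deposited values of all libraries of a table, with p adjusted by the Benjamini-Hochberg method over all genes of the table, and both thresholds above define a differentially expressed gene. Counts were simulated with the depth of each library and, for each gene, its median spread over all cultures of a table. The simulation held no library that stood apart from its replicates. In its glucose comparisons, the test recovered 38.8% of 2-fold and 97.0% of 4-fold changes in *Halomonas* HL-48, and 32.8% and 94.0% in *Marinobacter* HL-58. A true 2-fold change lies on the fold threshold itself, so many such changes are missed by construction. Changes were placed only in genes above a minimum mean count, so these rates do not cover the lowest genes.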

To identify differences in the functional responses of each species between competitive and commensal interactions, we performed functional enrichment analysis on the differentially expressed gene profiles (Fig. 2). The number of differentially expressed genes belonging to each functional category was normalized against the total number genes in each species genome belonging to the same functional category (ratio of enrichment), and this category-level quantitation was compared between treatments.

**Figure 2:**
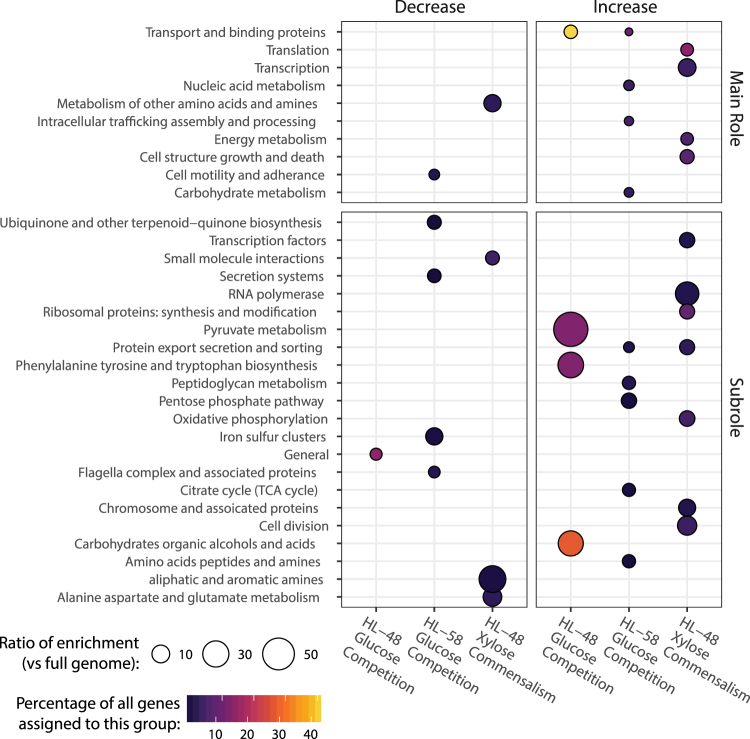
Functional gene categories were differentially expressed under glucose and xylose co-culture relative to axenic culture. Functional enrichment is a measure of the number of differentially expressed genes belonging to a functional category normalized by the total number genes in each species’ genome belonging to the same category. The categories are provided at two levels of detail. The Subroles are more precise functional assignments that are nested within the broader Main Role categories. The functional annotations were derived from DOE-JGI Microbial Genome Annotation and RAST server pipelines. Differential expression was defined as a minimum 2-fold change in abundance and statistical significance (adjusted p-value ≤ 0.05; n = 5). The color scale corresponds to the percentage of differentially expressed genes belonging to each functional group. Higher ratios of enrichment indicate preferential up- or down-regulation of a genome-encoded function in response to competition for glucose or *Halomonas* HL-48 exclusivity for xylose. The ratios, depicted by circle size, represent the percentage of differentially regulated genes belonging to a specific functional module (shown in y-axis) normalized by the percentage of genes assigned to the same function in the genome as a whole.

Differences in gene functions enriched from each species showed distinct molecular phenotypes at the functional level. Competitive co-cultivation resulted in the enrichment of upregulated *Halmonas* HL-48 genes involved in the central carbon metabolism of carbohydrates, alcohols and organic acids as well as genes related to tyrosine and tryptophan biosynthesis. In contrast, *Marinobacter* HL-58 was strongly outcompeted under glucose co-cultivation (Fig. 1C), and populations showed corresponding transcriptional responses by upregulating genes associated with transport proteins, intracellular trafficking as well as core central carbon metabolic functions in the pentose phosphate pathway and TCA cycle. Interestingly, both the *Halomonas* HL-48 and *Marinobacter* HL-58 genomes encode proteins required for glucose catabolism (assigned to the “carbohydrates, organic alcohols and acids” functional category) yet only *Halomonas* HL-48 showed enrichment of this functional category in response to co-culture partnership. The commensal phenotype of the co-culture resulted in *Halomonas* HL-48 upregulating genes associated with transcription, translation, cell structure, growth and death and downregulating certain amino acid and amine metabolism genes. Differential gene expression values corresponding to commensal co-cultivation on xylose could only be obtained for *Halomonas* HL-48 because axenic growth on xylose was not possible for *Marinobacter* HL-58, as designed in this study.

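Under competition for glucose, 20 of 3364 *Halomonas* HL-48 genes (0.595%) and 466 of 3859 *Marinobacter* HL-58 genes (12.1%) were differentially expressed between co-culture and axenic culture. Without regard to fold, 35 *Halomonas* HL-48 and 1335 *Marinobacter* HL-58 genes passed the adjusted p. The *Halomonas* HL-48 count was 11 without axenic replicate 1, 9 without axenic replicate 2, 10 without co-culture replicate 1, 12 without co-culture replicate 3 and 12 without co-culture replicate 4. It was 29 without axenic replicate 3, 26 without axenic replicate 4 and 30 without replicate 4 of the co-culture on xylose. Tested on recovered reads with limma-voom it was 6, and with the first residual component as a covariate 46.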

Overall, *Halomonas* HL-48 showed a relatively limited transcriptional response to glucose supported co-cultivation (only 28 differentially expressed genes) as compared its competitor, *Marinobacter* HL-58. This observation is in accordance with the small change in growth rate observed from *Halomonas* HL-48 (only 6%). The specific genes upregulated by *Halomonas* HL-48 in response to glucose competition with *Marinobacter* HL-58 included a gluconokinase (*gntK*), a tripartite ATP-independent (TRAP-type) gluconate uptake system (*gntXYZ*), a tryptophan synthase (*trpB*) and a nitric oxide dioxygenase (*hmpA*) (Fig. 3A). 

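The deposited values carry locus tags that the files used do not pair with the gene symbols of this list, so no value is given for its genes. The genes named next are not known to be among them. The largest rise of *Halomonas* HL-48 in glucose co-culture was that of *CY41DRAFT_2151*, 24.1-fold, from 85 ± 41.4 to 2068 ± 596 normalized counts (log2 4.59, SE 0.51, n = 4 and 5, limma adjusted p = 5.3e-05). *CY41DRAFT_1387* rose 7.97-fold, from 392 ± 67 to 3131 ± 1252 (log2 2.99, SE 0.25, limma adjusted p = 2.3e-06). For *CY41DRAFT_2151* and *CY41DRAFT_1387* every co-culture library exceeded every axenic library. In all, 6 genes were upregulated. With the lowest 25% of genes by mean level over all libraries left out, which removes *CY41DRAFT_2151*, 2 were.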

The other 22 differentially expressed genes from *Halomonas* HL-48 were downregulated in response to competitive co-cultivation. 

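Of the *Halomonas* HL-48 genes that passed both thresholds on glucose, 14 were downregulated. Their number was 6, 7, 7 and 8 without co-culture replicates 1, 3, 4 and 5, 7, 5, 20 and 18 without axenic replicates 1, 2, 3 and 4, 22 without xylose co-culture replicate 4, and 2 with limma-voom. *CY41DRAFT_2068* fell from 1074 ± 55 to 186 ± 25.1 normalized counts (log2 -2.52, SE 0.14, n = 4 and 5, limma adjusted p = 9.3e-09). *CY41DRAFT_1716* fell from 4679 ± 777 to 860 ± 188 (log2 -2.44, SE 0.49, limma adjusted p = 0.0015; 0.051 with limma-voom). In both genes all 5 co-culture libraries lay below all 4 axenic libraries. The LuxR-family regulator gene *CY41DRAFT_2487* showed no such fall (6507 ± 3622 axenic, 8019 ± 3346 in co-culture, limma adjusted p = 0.84).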

Of note was an alcohol dehydrogenase (*adhP*). Decreased expression of this gene likely plays a role modulating extracellular ethanol concentration. The co-culture contained less ethanol than the axenic *Halomonas* HL-48 culture (47.6% decrease from axenic control; p < 0.001; pairwise t-test with Holm correction) (Fig. 1E).

**Figure 3:**
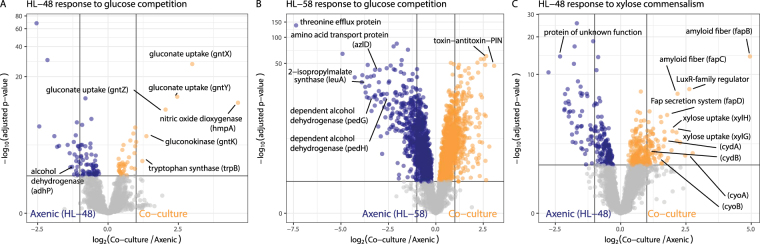
Volcano plots show the magnitude and significance of differentially expressed genes from each treatment of interspecies partnership. Thresholds are shown as solid lines indicating fold changes ≥ 2 and statistical significance defined by an adjusted p-value ≤ 0.05. Genes described in the main text are labelled. (**A** and **B**) Transcriptional responses of *Halomonas* HL-48 and *Marinobacter* HL-58 to competition for glucose. (**C**) Transcriptional responses of *Halomonas* HL-48 non-competitive/commensal cultivation with *Marinobacter* HL-58 on xylose. Note that differential gene expression from *Marinobacter* HL-58 in response to co-cultivation on xylose was not possible because *Marinobacter* HL-58 cannot be grown axenic on xylose.

*Marinobacter* HL-58 showed broad transcriptional responses to competitive co-cultivation (Fig. 3B). 

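In *Marinobacter* HL-58 on glucose, the acetyl-CoA acetyltransferase gene *CD01DRAFT_3256* rose 2.12-fold in co-culture, from 59 ± 4.72 to 126 ± 44.3 normalized counts (log2 1.08, SE 0.24, n = 5 and 5, limma adjusted p = 0.0056). Its log2 change was 0.99 without co-culture replicate 2 and 0.89 without co-culture replicate 5, below 2-fold. Without both it was 0.67 (limma adjusted p = 0.053). The UDP-N-acetylmuramate dehydrogenase gene *CD01DRAFT_3221* stayed within 2-fold (3150 ± 865 axenic, 2439 ± 500 in co-culture, limma adjusted p = 0.2). So did the diacylglycerol O-acyltransferase gene *CD01DRAFT_0006* (57.8 ± 5.85 axenic, 74.6 ± 18.2 in co-culture, limma adjusted p = 0.36).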

Competition for glucose induced upregulation of 257 genes. The highest differential expression (up to 8-fold change) was observed in stress response genes encoding for PilT N-terminal (PIN) domain proteins. This family has been shown to exhibit RNase activity (as part of the type II toxin-antitoxin system), and have been implicated in the attenuation of protein synthesis and retardation of cell growth under stress conditions^16,17^. 

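The count of upregulated *Marinobacter* HL-58 genes was 212. Among those whose libraries did not overlap, *CD01DRAFT_0803* rose most, 8.06-fold, from 21.5 ± 3.74 to 180 ± 55.2 normalized counts (log2 3.01, SE 0.21, n = 5 and 5, limma adjusted p = 3.2e-07). *CD01DRAFT_3840* rose 7.02-fold, from 189 ± 44.3 to 1334 ± 1323 (log2 2.81, SE 0.57, limma adjusted p = 0.0052). Co-culture replicates 2 and 5 carried most of the rise of *CD01DRAFT_3840*, at 2258 and 3209 against 295, 433 and 475 in replicates 1, 3 and 4. Its log2 change was 2.19 without replicate 5 and 1.08 without both. Both are locus tags without a gene symbol in the deposited values.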

*Marinobacter* HL-58 downregulated 255 genes in response to competitive co-cultivation. Of these, genes involved with the transport and metabolism of amino acids showed the largest fold changes (up to 140-fold) including a 2-isopropylmalate synthase (*leuA*), a branched chain amino acid transporter (*azlD; CD01DRAFT_3656*) and a putative threonine efflux protein (*CD01DRAFT_1793*). 

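The transporter gene *azlD* (*CD01DRAFT_3656*) fell 9.01-fold in glucose co-culture, from 387 ± 107 to 42.1 ± 9.87 normalized counts (log2 -3.17, SE 0.32, n = 5 and 5, limma adjusted p = 9.2e-07). The putative threonine efflux gene *CD01DRAFT_1793* stood at 98.5 ± 11.8 in axenic culture and 106 ± 9.85 in co-culture (log2 0.10, SE 0.25, limma adjusted p = 0.76). Of the 254 downregulated genes, the largest fall was that of *CD01DRAFT_2248*, 147-fold, from 1363 ± 125 to 8.3 ± 2.79 (log2 -7.20, SE 0.34, limma adjusted p = 4.6e-09). *CD01DRAFT_3659* fell 30.1-fold, from 10293 ± 4179 to 341 ± 85.8 (log2 -4.91, SE 0.27, limma adjusted p = 2.2e-08). *CD01DRAFT_3656*, *CD01DRAFT_2248* and *CD01DRAFT_3659* were lower in 5 of 5 co-culture libraries than in any axenic library.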

Genes encoding for an alcohol dehydrogenase and uptake system (*pedGH*) were also down regulated corresponding to a 23% decrease in mean ethanol concentration (p = 0.101; pairwise t-test with Holm correction) observed in co-culture as compared to the *Marinobacter HL-58* axenic control. The relatively large number of differentially regulated genes are an indication that competition with *Halomonas* HL-48 induced a strong phenotypic shift in *Marinobacter* HL-58.

In commensal co-culture, *Halomonas* HL-48 genes associated with transport, regulation, central carbon metabolism and energy metabolism showed a stronger differential in response to partnership than was observed in competitive co-culture. 

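The response of *Halomonas* HL-48 to its partner differed between the sugars for 53 genes when the difference itself was tested (limma, interaction of partner and sugar). The LuxR-family gene *CY41DRAFT_2487* was among them, with a response on xylose that exceeded that on glucose by 2.32 on the log2 scale (limma adjusted p = 0.007; 0.053 on log2 normalized counts). *CY41DRAFT_2482* rose more on xylose by 3.82 (limma adjusted p = 0.017). Its limma adjusted p was 0.057 without axenic xylose replicate 4 and 0.056 with replicate number added to the fit. *CY41DRAFT_2151* went the other way, with a log2 difference of -3.17 (limma adjusted p = 0.012; 0.078 with limma-voom), or -4.71 without xylose co-culture replicate 4. With limma-voom the count was 20, of which 9 were shared with the 53. It was 16 without axenic xylose replicate 4, 248 without xylose co-culture replicate 4 and 82 without glucose co-culture replicate 5. It was 19 to 31 without any single library among xylose co-culture replicate 2, axenic xylose replicates 1 to 3, glucose co-culture replicates 1 to 4 and axenic glucose replicates 2 and 3. The annotation that pairs functional categories with locus tags, which the paper places on GitHub and IMG, was not among the files used, so the difference was tested gene by gene.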

Under these growth conditions, *Halomonas* HL-48 maintained exclusive metabolic access to the only exogenous carbon and electron source, xylose. 

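In commensal co-culture on xylose, 60 of 3364 *Halomonas* HL-48 genes (1.78%) were differentially expressed against axenic culture, 21 higher and 39 lower (n = 4 and 4). The adjusted p alone was passed by 141 genes, 62 higher and 79 lower. The count was 38 without axenic replicate 1 (9 higher, 29 lower), 26 without axenic replicate 2 (5 higher, 21 lower) and 24 without axenic replicate 4 (4 higher, 20 lower). Without co-culture replicate 2, 12 genes were higher and 31 lower. Without co-culture replicate 4 the count was again 60, of which 46 were shared. It was 32 when these xylose libraries alone entered the fit (5 higher, 27 lower). With limma-voom on recovered reads it was 114, and the balance turned to 77 higher and 37 lower.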

We identified 147 differentially expressed *Halomonas* HL-48 genes (Fig. 3C). Of these, 63 genes were upregulated, including an ABC-type xylose uptake system (*xylGH*) and terminal oxidase subunits (*cydAB* and *cyoAB*). The genes observed to be the most upregulated during commensal co-cultivation (up to 19.5-fold change) encode for amyloid fiber nucleation and secretion (*fapBCDE*) and LuxR-family transcriptional regulator (*CY41DRAFT_2487*). 

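The LuxR-family regulator gene *CY41DRAFT_2487* rose 6.16-fold in commensal co-culture, from 297 ± 37.4 to 1836 ± 787 normalized counts (log2 2.62, SE 0.40, n = 4 and 4, limma adjusted p = 7.8e-05). Its 4 co-culture libraries spanned 1109 to 2596 and its 4 axenic libraries 248 to 339. The largest rise was that of *CY41DRAFT_2482*, 29.9-fold, from 34.7 ± 10.8 to 1065 ± 616 (log2 4.90, SE 0.54, limma adjusted p = 9.1e-05).

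**Figure D3:**
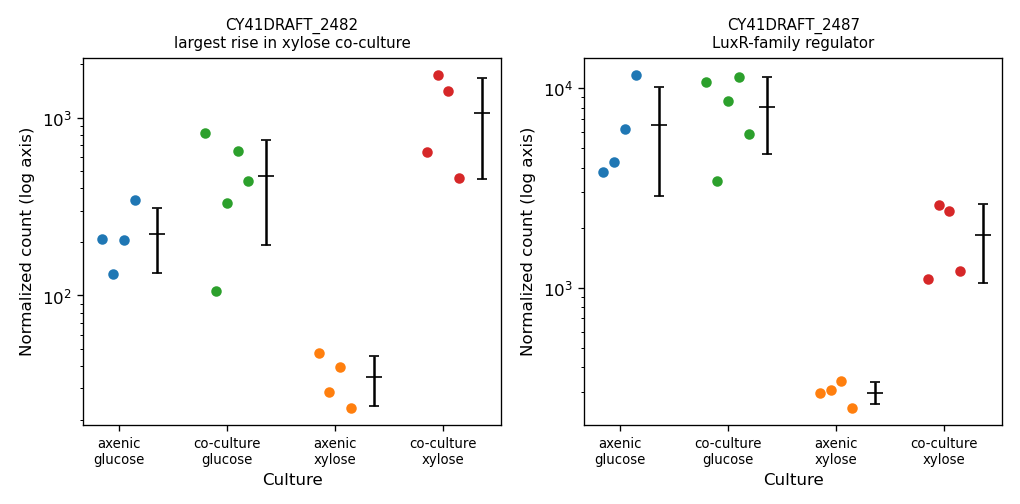
Normalized counts, on a log axis, of *CY41DRAFT_2482* and *CY41DRAFT_2487* in *Halomonas* HL-48 by culture. Each point is 1 library; the horizontal mark and its bar give the mean ± SD.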

The remaining 84 differentially expressed *Halomonas* HL-48 genes were downregulated. Many of these were classified as hypothetical or unknown proteins including those showing the strongest downregulation (up to 6-fold change). This result supports the concept that microbial species exert either direct or indirect regulation over each other’s transcriptional processes and, therefore, behavior. 

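*CY41DRAFT_2632* fell 6.75-fold in xylose co-culture, from 1891 ± 311 to 279 ± 155 normalized counts (log2 -2.76, SE 0.39, n = 4 and 4, limma adjusted p = 9.5e-04), and all 4 co-culture libraries lay below all 4 axenic libraries. *CY41DRAFT_1959* fell 7.27-fold (log2 -2.86, limma adjusted p = 0.014). Its values in all 17 libraries exceed the range over which reads were recovered, so its fold rests on extrapolation, and its log2 change was -0.35 after quantile normalization (limma adjusted p = 0.38). The hypothetical protein gene *CY41DRAFT_0180* did not fall (39.4 ± 14.2 axenic, 64.8 ± 45 in co-culture, limma adjusted p = 0.43). Its co-culture mean rests on replicate 4, at 132, against 40.9 to 43.4 in the others.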

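A change of at least 2-fold, whatever its adjusted p, was found in 192 *Halomonas* HL-48 genes on xylose, 134 higher and 58 lower in co-culture. Genes that also passed the adjusted p leaned the other way, with 21 higher and 39 lower. The means include xylose co-culture replicate 4, which stood apart. In *CY41DRAFT_1961* that library alone, at 3685 normalized counts (others 210 to 216), lay above the axenic libraries (229 to 285). How many of the 134 depend on it was not counted. Of the genes differentially expressed on either sugar, 4 were shared, against 0.36 by chance. All 4, *CY41DRAFT_2068* among them, were lower in co-culture on both sugars (0.162 by chance), and 0 genes were higher on both (0.0375 by chance). These genes form neighbouring pairs in locus number. Across all genes the responses on glucose and xylose correlated at r = -0.08, with xylose co-culture replicate 4 included. From the transcriptional changes of *Halomonas* HL-48 in co-culture on xylose, the paper proposes that species regulate each other's transcription, directly or indirectly.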

The growth and molecular phenotypes of each species was context-specific and dependent on both the nutrient availability and interaction type of the co-culture.

## Discussion

Traditionally, the context under which microbial populations interact positively or negatively has been described by evaluating the growth phenotypes of cells within different environments. Specifically, the outcome from a competition experiment has almost exclusively been described by simple growth kinetics, e.g., by parameterizing Monod-type growth kinetics^18,19^ and comparing maximum specific growth rates and the affinities that different species have for substrates. We have gone beyond this classical method of investigation and examined functions that are responsive to either competitive or commensal conditions by examining the dynamics of the molecular phenotypes of each species. We learned that the relationships between interacting bacteria – competitive versus commensal – has a significant impact on their metabolic activity and growth rate. The results of this study clearly demonstrated that distinct growth and molecular phenotypes emerge from interspecies partnerships that can be induced via co-cultivation and that different nutrient conditions dictate how these partnerships will unfold.

Under competition, when glucose was the sole carbon source, the *Halomonas* HL-48 was able to outcompete *Marinobacter* HL-58 with very little change in its transcriptional profile or specific growth rate. *Halomonas* HL-48 was essentially unchanged from competitive partnership with *Marinobacter* HL-58. To arrive at this conclusion we compared the number of differentially expressed *Halomonas* HL-48 genes from the glucose, co-cultivation treatment (only 28 in total) to the other treatments derived from this study (≥ 147 differentially expressed genes). In sharp contrast, *Marinobacter* HL-58 was highly sensitive to competition for glucose; it showed strong shifts in both growth and molecular phenotypes. The competitive relationship was essentially one-sided in that *Halomonas* HL-48 gene expression was virtually unaffected, while *Marinobacter* HL-58 showed broad changes. This result indicates that the molecular phenotype that *Halomonas* HL-48 exhibits under glucose minimal media is robust against competition with a slower growting species.

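A change of at least 2-fold between glucose co-culture and axenic culture, whatever its adjusted p, was found in 55 *Halomonas* HL-48 genes and 528 *Marinobacter* HL-58 genes. An unadjusted p below 0.05 in limma was reached by 373 and 1738 genes. The DNA repair nucleotidyltransferase gene *CY41DRAFT_0132* of *Halomonas* HL-48 stood at 378 ± 97.3 normalized counts in axenic culture and 499 ± 144 in co-culture (n = 4 and 5, limma adjusted p = 0.71), and its IS3 transposase gene *CY41DRAFT_0143* at 144 ± 43 and 199 ± 40.3 (limma adjusted p = 0.39). In *Marinobacter* HL-58, the hypothetical protein gene *CD01DRAFT_0007* rose 2.18-fold, from 646 ± 85 to 1407 ± 574 (log2 1.12, SE 0.24, n = 5 and 5, limma adjusted p = 0.0036), or by 0.94 on the log2 scale without co-culture replicate 3. From the few responding genes of *Halomonas* HL-48 and the broad changes of *Marinobacter* HL-58, the paper describes the competition as essentially one-sided.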

Conversely, co-culturing under xylose showed that both *Halomonas* HL-48 and *Marinobacter* HL-58 exhibited substantial phenotypic changes (relative to axenic culture). This indicates that a two-way relationship had been established: *Marinobacter* HL-58 was consuming metabolites produced by *Halomonas* HL-48, and likely *Halomans* HL-48 was also responding to signals or metabolites produced (or removed) by *Marinobacter* HL-58. This result highlights a broader concept: that microbial species respond to one another as part of their environment and that they exert direct and/or indirect regulation over each other’s transcriptional and translational processes^11,14^. 

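The outer membrane porin gene *CD01DRAFT_0005* of *Marinobacter* HL-58 was 13.3-fold higher in xylose co-culture (741 ± 261 normalized counts, n = 4) than in axenic culture on glucose (54.9 ± 22.4, n = 5; log2 3.73, SE 0.34, limma adjusted p = 1.0e-07). In glucose co-culture it stood at 46.3 ± 20.2 (n = 5, limma adjusted p = 0.58). The transporter gene *azlD* (*CD01DRAFT_3656*) was 11.1-fold lower in xylose co-culture than in axenic culture on glucose, at 34.1 ± 18.5 (log2 -3.47, limma adjusted p = 1.7e-07). *Marinobacter* HL-58 has no axenic culture on xylose, so sugar, partner and harvest time all differ in this comparison.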

The specific phenotype of any population of species is directly influenced by the composition and metabolic functions of other species sharing the same the environment.

Competition for resources is a major determinant of ecosystem-level function. Many experiments show how different species, or variants of the same species, modulate relationships between growth rate and substrate availability in order to outcompete other populations^5^. Revealing the underlying biological principles that shape microbial community formation and function requires insight into the specific mechanisms of metabolic interaction. For instance, we observed a decrease in the specific growth rate of *Marinobacter* HL-58 in response to a competitive partnership. Yet only by examining genome-resolved transcriptomic data were we able to gain specific mechanistic insight into this response, for instance the upregulation of a type II toxin-antitoxin system (Fig. 3B). Assuming that increased transcript abundances result in increased RNase-like protein expression, this mechanism may have retarded cell growth in response to competition with *Halomonas* HL-48. Thus, our results go beyond simple observation of competition and commensalism; they provide a starting place to understand how genome-encoded functions dictate the outcomes of interspecies partnerships under specific environmental contexts.

A fundamental question in microbial ecology is whether species will co-exist in a given environment. Model microbial communities and co-cultures are useful tools for interrogating competitive and commensal relationships between species that might lead to competitive exclusion or co-existence. A prime example was presented by Christensen *et al*. in a study that evaluated the interactions between a *Pseudomonas putida* and an *Acinetobacter* species in well-mixed cultivation, as compared to biofilm growth^20^. They found that well mixed (i.e., chemostat) growth with limiting concentrations of benzyl alcohol resulted in strong competition where one species (*Acinetobacter*) outcompeted strongly the other. However, when given the same substrate under a different environmental context, the same two species exhibited commensal interactions that resulted in a biofilm formation mediated by co-existence and in the exchange of a byproduct metabolite (benzoate).

Another classical example of community-level phenotype switching – from competitive to commensal – has been observed and modeled in phytoplankton-bacteria interactions^21,22^. In this case, when bacteria and algae (previously exemplified using the diatom species, *Skeletonema costatum*) are limited by the same mineral nutrients (i.e., phosphorus), bacteria often show greater uptake affinities. The algae, however, respond to this competitive partnership by producing more extracellular organic carbon (compared to axenic, substrate limited growth) in order to stimulate their bacterial community members. This paradoxical state has been described as a “competitive-commensal” behavior that results in stable co-existence of both trophic types. Our current, genome-informed study significantly expands upon these classical reports by providing greater detail into the observation that microorganisms change their behavior based on interspecies partnerships and on the environmental context under which these partnerships occur.

## Conclusions

This study was driven by two fundamental questions: 1) *how do the phenotypes of two naturally co-existing species respond to partnership as compared to axenic growth?* and 2) *how do growth and molecular phenotypes of these species change with respect to competitive and commensal interactions?* Each species responded to partnership by changing both its growth and molecular phenotype from what could be observed during axenic growth under the same conditions. During competitive co-cultivation, the dominant species (*Halomonas* HL-48) responded robustly to the effects of partnership and maintained essentially the same molecular phenotype as assayed by global transcriptomics. *Marinobacter* HL-58, was the loser of the glucose competition and showed high sensitivity to partnership observed in the growth and molecular phenotypes. However, when this same binary partnership was induced in the presence of xylose, competition ceased and the co-culture obtained a commensal phenotype. *Halomonas* HL-48 – the xylose consumer – exhibited broad transcriptional response to partnership even though its growth phenotype remained similar. This naturally existing model system provides a basic framework for advancing our overall mechanistic understanding of how different environmental conditions prompt the expression of genome-encoded functions and therefore dictate the outcomes of interspecies partnerships.

## Methods

### Bacterial strains and cultivation

Two heterotrophic isolates were used for this study: *Halomonas* sp. HL-48 and *Marinobacter* sp. HL-58. These strains were co-isolated from Hot Lake, a MgSO_4_-dominated hypersaline ecosystem in North-Central Washington state^6^. These strains were grown under both axenic and co-culture conditions in a defined media named Hot Lake Heterotrophic (HLH) medium: 400 mM MgSO_4_·7H_2_O, 80 mM Na_2_SO_4_, 20 mM KCl, 0.189 mM Na_2_CO_3_, 0.175 mM K_2_HPO_4_, 5 mM NH_4_Cl, 10 mM TES, 22.3 µM NH_4_Fe(III) citrate, 10 mM NaHCO_3_. HLH was amended with 1× Wolfe’s vitamins^23^ and with either glucose or xylose (to 5 mM) as the sole carbon source. Basic growth/no-growth experiments of *Marinobacter* HL-58 were performed on the same HLH medium contain 5 mM of either sodium acetate or ethanol as the sole carbons source. Cultivation was performed in 150 ml, non-baffled Erlenmeyer flasks agitated at 150 rpm and held at 30 °C and buffered to pH 8. Inoculum for each treatment was derived from axenic starter cultures grown in HLH + 5 mM glucose and harvested during mid-log growth phase. The cells used as inoculum were collected by centrifugation, rinsed twice with the respective media for a given treatment (plus or minus glucose or xylose, respectively) and re-suspended to a starting optical density (OD600) of 0.01. Inoculation of each species was performed in equal ratios which is consistent with previous observations of these species and representative taxa maintaining similar relative abundances in more complex consortia and within the natural Hot Lake ecosystem^6,24^. The time course batch growth experiments were performed in three biological replicates. End point batch growth experiments were repeated as five biological replicates to provide material for the metabolomics and transcriptomics described below.

### Fluorescence activated cell sorting and co-culture growth kinetics

For the purposes of enhancing the species-specific enumeration of cells in co-culture, *Marinobacter* sp. HL-58 was labeled with a green fluorescent protein (GFP) expressed from a pPCRPROM29–2 plasmid (Supplemental Figure S1). To enable co-cultivation under kanamycin selection (50 µg ml^−1^), *Halomonas HL-48* was transformed with a pBBR-MCS2 plasmid maintaining a kanamycin resistance gene^25^. Conjugal transfer for each plasmid-strain pair was performed using the *Escherichia coli WM3064* donor strain by a previously described method^26^. The relative abundance of each species in co-culture was measured from cell broth fixed in 4% paraformaldehyde and processed through a BD Influx Fluorescence Activated Cell Sorter (FACS, BD Biosciences, San Jose, CA). Using the 488 nm excitation from a Sapphire LP laser (Coherent Inc., Santa Clara, CA) at 100 mW, samples were analyzed using a 70 μm nozzle. Optimization and calibration of the FACS was performed before each analysis using 3 μm Ultra Rainbow Fluorescent Particles (Spherotech, Lake Forest, IL). The ratio of the two distinct populations of cells, GFP labeled and unlabeled, within a mixed microbial community were identified from 50,000 recorded cells using size and complexity gates with FCS Express (Los Angeles, CA) flow cytometry software. Species-specific growth curves were produced from co-cultures by multiplying the OD600 measurements (proportional total biomass) by relative abundance ratios, derived across log-phase sampling points. FACS cell counting was replicated by two-three biological replicates derived as subset samples from the time course batch growth experiments; FACS data is shown in Supplemental Figure S2.

### Microscopy

The samples were stained for 10 minutes with 10 μg/ml wheat germ agglutinin conjugated with Alexa Fluor 647 (WGA-647) (ThermoFisher, Waltham, MA). Samples were then washed with PBS and imaged. Images were acquired at 0.39 μm z-steps on a Zeiss LSM 710 scanning head confocal microscope equipped with an Airyscan detector (Carl Zeiss MicroImaging GmbH, Jena, Germany) with a Zeiss a Plan-Apochromat 100x/1.46 DIC M27 75 mm objective. Excitation lasers were 405 and 633 nm for the green and red emission channels, respectively. GFP was detected with a 495–550 nm filter and WGA-647 was detected with a 645 nm LP filter. Laser dwell times were 1.65 μs for both channels. Image analysis (2D and 3D) was conducted using Volocity (PerkinElmer, Waltham, MA).

### External metabolite detection

NMR analysis was used to quantitatively measure and compare extracellular metabolites in axenic and co-culture conditions. Cultures were sampled (1 ml) during mid-log growth phase, which corresponded to 20 and 33 h for each treatment (plus or minus glucose or xylose, respectively). Samples from each treatment were collected from 5 biological replicates; passed through 0.22 µm membranes (EMD Millipore Corporation, Billerica, MA); immediately flash frozen in liquid nitrogen and stored at −80 °C. Prior to NMR analysis, these samples were thawed and spiked with 1/10 volume of a solution containing 5 mM 2,2-dimethyl-2-silapentane-5-sulfonate (DSS) and 0.2% sodium azide (Sigma-Aldrich, St. Louis, MO) dissolved in 100% deuterium oxide (D_2_O, Cambridge Isotope Laboratories, Tewksbury, MA). NMR data was acquired on a Varian Direct Drive (VNMRS) 600 MHz spectrometer (Agilent Technologies, Santa Clara, CA) equipped with a Dell Precision T3500 Linux workstation running VNMRJ 4.2. The spectrometer system was outfitted with a Varian triple resonance salt-tolerant cold probe with a cold carbon preamplifier. A Varian standard one-dimensional proton nuclear Overhauser effect spectroscopy (NOESY) with presaturation (TNNOESY) was collected on each sample, using the following data collection protocol: nonselective 90 degree excitation pulse, a 100 millisecond mixing time, acquisition time of 4 s, a presaturation delay of 1.5 s, spectral width of 12 ppm, and temperature control set to 25 °C. Collected spectra were analyzed using Chenomx 8.2 software (Edmonton, Alberta, Canada), with quantifications based on spectral intensities relative to 0.5 mM DSS. Metabolite measurements were collected for five biological replicates.

### mRNA isolation and nucleic acid sequencing

Cells were collected by  centrifugation (7000 RPM, 4 min at 4 °C) from 50–100 ml of cell broth sampled from the mid-log phase (20 and 33 h) of each axenic and co-culture treatment (plus or minus glucose or xylose, respectively). The cell pellets were immediately flash frozen in liquid nitrogen and stored at −80 °C to await RNA isolation. Total RNA was extracted using TRIzol Reagent (Invitrogen, Carlsbad, CA), followed by genomic DNA removal and cleaning using RNase-Free DNase Set kit and the Mini RNeasy kit (Qiagen, Hilden, Germany). Ribosomal RNA was depleted from each sample using Ribo-Zero (bacteria) rRNA Removal Kit (Illumina, San Diego, CA). The quality and integrity of the RNA was assessed on an Agilent 2100 Bioanalyzer; only samples with integrity numbers between 8 and 10 were selected for further analysis^27^. Template cDNA was prepared using the Applied Biosystems SOLiD Total RNA-Seq Kit (Life Technologies, Carlsbad, CA) according to manufacturer’s protocol. Sequencing was carried out using the SOLiD 5500XL protocol (Life Technologies Carlsbad, CA). The 50-base sequence reads were mapped to the genomes of *Halomonas* HL-48 and *Marinobacter* HL-58 using SOLiD LifeScope *v*. 2.5 software. The complete reference genomes have previously been published^7^. Nucleotide sequence is available through the European Nucleotide Archive (http://www.ebi.ac.uk/ena) under accessions GCA_000686925.1 (*Halomonas* HL-48) and GCA_000686085.1 (*Marinobacter* HL-58). The genomes were annotated integrating information from the following pipelines: 1) the DOE-JGI Microbial Genome Annotation Pipeline^28^, BlastKOALA^29^, and the RAST server^30^, as previously described^9^. Annotations are available on GitHub (see below) and through IMG (http://img.jgi.doe.gov). 

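The deposited values cover 3364 *Halomonas* HL-48 genes and 3859 *Marinobacter* HL-58 genes. In xylose co-culture, 47 to 154 *Marinobacter* HL-58 genes per library had no read, at 148896 to 534838 reads over all decoded *Marinobacter* HL-58 genes.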

The total number of protein encoding genes identified for *Halomonas* HL-48 and *Marinobacter* HL-58 were 3381 and 3875, respectively. 

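The libraries number 4 or 5 per culture. The median SD of a gene between replicates, on the log2 scale, was 0.24 for axenic *Halomonas* HL-48 on glucose, 0.17 for axenic *Halomonas* HL-48 on xylose and 0.12 for axenic *Marinobacter* HL-58 on glucose. In co-culture it was 0.24 on glucose and 0.38 on xylose for *Halomonas* HL-48, and 0.31 and 0.43 for *Marinobacter* HL-58. Set against the counting error of reads alone, which leaves out the variation between library preparations, every pair of replicates varied by at least 2.27 times in chi-square per degree of freedom.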

RNA-seq was performed on 3–5 biological replicates. After alignment raw counts were normalized and differentially expressed genes were identified using the R package DESeq2^31^. Differentially expressed genes are defined as those showing > 2-fold change in expression when comparing two conditions with an adjusted p-value of ≤0.05.

### Data repositories and reproducibility

RNA-seq data is available on The Gene Expression Omnibus (GEO; NCBI) under accession GSE103773. Minimally processed RNA-seq data along with the metadata for growth and metabolite analysis is also included along an R Markdown file that archives this study’s data analysis and graphing procedures GitHub: https://github.com/pnnl/khan-2017-co-culture-phenotypes.

## Electronic supplementary material

Supplementary Information

Supplementary data and results

# Supplementary material for: Phenotypic responses to interspecies competition and commensalism in a naturally-derived microbial co-culture
**Source:** Sci Rep. 2018 Jan 10;8:297. doi: 10.1038/s41598-017-18630-1
**Supplement:** Supplementary file 1 — Supplementary Information

# Phenotypic responses to interspecies competition and commensalism in a naturally-derived microbial co-culture

Nymul Khan1, Yukari Maezato1, Ryan S. McClure1, Colin J. Brislawn1, Jennifer M. Mobberley1, Nancy Isern2, William B. Chrisler1,2, Lye Meng Markillie2, Brett M. Barney3, Hyun-Seob Song1, William C. Nelson1, Hans C. Bernstein1,4*

## Supplementary Methods for Data Analysis

#### About this document

This is an R Markdown document. Markdown is a simple formatting syntax for authoring HTML, PDF, and MS Word documents. For more details on using R Markdown see [http://rmarkdown.rstudio.com](http://rmarkdown.rstudio.com/).

This project makes use of many packages, especially: DESeq2 from Bioconductor <http://bioconductor.org/packages/release/bioc/html/DESeq2.html>.

The goal of this document it to provide a reproducible comprehensive overview of data analysis methods

## Library Setup:

library("checkpoint") #Part of MS R Open to make this software stack more reproducible
library("knitr") #package for report generation; assists with R markdown formatting
checkpoint("2017-07-01", use.knitr = T)

library("dplyr") #package for manipulating data frames
library("ggplot2") #plotting package
library("reshape2") #package for manipulating data frames
library("ggrepel") #add on to ggplot2 for generating labels
library("cowplot") #add on to ggplot2 for building "publication ready plots"
library("viridis") #color palette package
library("broom") #tidy stats outputs
library("kableExtra")

library("DESeq2") #significance testing for RNA-seq data

knitr::opts_chunk$set(cache=TRUE)
theme_set(theme_bw())
set.seed('711')

# DESeq is installed through bioconductor
source("https://bioconductor.org/biocLite.R")
biocLite("DESeq2", suppressUpdates = T)

## Import data:

options(stringsAsFactors = FALSE)

#info of treatments and replicates
info.48 <- read.csv("../data/Condition_Info_HL_48.csv")
info.58 <- read.csv("../data/Condition_Info_HL_58.csv")

#growth curves and GFP-enabled FACS data
grow <- read.csv("../data/Growth.2.csv")

#gene annotation files
an.48 <- read.csv("../data/HL_48_Neat.csv")
an.58 <- read.csv("../data/HL_58_Neat.csv")

#raw gene rollup counts
raw.48 <- read.csv("../data/HL48_Raw_Counts.csv")
raw.58 <- read.csv("../data/HL58_Raw_Counts.csv")

meta <- read.csv("../data/Metabolites.2.csv")

## Process species-specific growth kinetics

Bulk growth curves measured for each axenic and co-culture treatment the relative abundance of each species in co-culture is reported as the fraction of cells maintaining GFP these fractions were measured via FACS

#GFP.num <- data.frame(grow$OD600*grow$HL58.GFP.frac)
#colnames(GFP.num) <- "HL-58"
#parent.num <- data.frame(grow$OD600*grow$HL48.frac)
#colnames(parent.num) <- "HL-48"
#grow <- cbind(grow, GFP.num, parent.num)
#vars <- c("HL.58.GFP.frac", "parent.num") #try to pull frac values out of data frame
#grow <- cbind(grow[!vars], GFP.num, parent.num) #try to add abs values
t1 <- melt(grow, id.vars = c("Treatment", "Cult", "Species", "Substrate",
 "Sample.ID", "Replicate", "Time.h", "GFP.frac", "parent.frac"))
#long format data

p.gro <- ggplot(t1, aes(x = Time.h, y = value, color = variable)) +
 geom_point() +
 #scale_y_log10() +
 facet_grid(Cult ~ Substrate, scales = "free_x") +
 theme(strip.background = element_blank(), legend.position = "none") +
 geom_smooth(se = F)
p.gro

## `geom_smooth()` using method = 'loess'

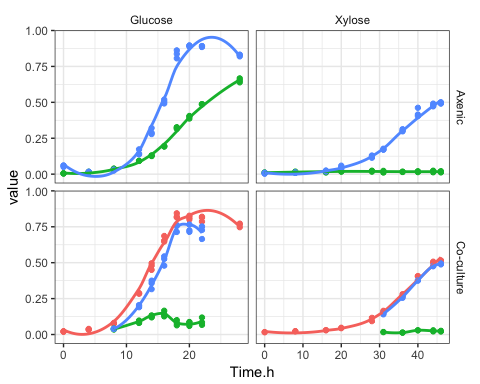

t1 %>% dim
t2 <- subset(t1, Time.h > 0)

t2.g <- subset(t2, Substrate=="Glucose" & Time.h < 18)
t2.x <- subset(t2, Substrate=="Xylose" & Time.h < 45)
t2 <- rbind(t2.g, t2.x)

t2 %>% dim

# Let's see if we can add slopes and p-values to these graphs
# See https://stackoverflow.com/questions/17022553/adding-r2-on-graph-with-facets
# Also used on https://github.com/pnnl/bernstein-2017-productivity-and-diversity-2/

df <- subset(t2, Substrate=="Xylose" & Cult=="Axenic" & variable == "HL.48")
df <- subset(t2, Substrate=="Xylose" & Cult=="Axenic" & variable == "Total.OD600")
head(df)
dim(df)

lm_eqn_growth = function(df){

 if(all(is.na(df$value))) return("")
 # Super important! Return an empty string for the missing values.

 m = summary(lm(log(value) ~ Time.h, df)) # Hardcoded to my data
 m

 m$coefficients
 m$coefficients[2] # Slope of Time.h
 m$coefficients[8] # P value of Time.h

 if(m$coefficients[8] < 0.001) {
 outputp <- "0.001"
 }else{
 outputp <- round(m$coefficients[8], digits = 3)
 }

 eq <- substitute(
 atop("slope ="~slope, "p-value ="~pr), # Two lines
 #"slope ="~slope~","~~R^2~"="~r2, # One line
 list(slope = signif(m$coefficients[2], digits = 3),
 pr = outputp)
 )
 return(as.character(as.expression(eq)))
}

lm_eqn_growth(df)

eqns <- by(t2, INDICES = list(t2$Substrate, t2$Cult, t2$variable), lm_eqn_growth)
eqns

df2 <-
 data.frame(eq = c(eqns),
 Substrate = rep(c("Glucose", "Xylose"), 6),
 Cult = rep(c("Axenic", "Axenic", "Co-culture","Co-culture"), 3),
 variable = c(rep("Total.OD600", 4), rep("HL.58", 4), rep("HL.48", 4))
 ,graphx = c(10, 10, 8, 20, 14, 35, 14, 22, 8, 20, 8, 20)
 ,graphy = c(.1, .1, .7, .7, .02, .05, .02, .014, .6, .6, .3, .3)
)

df2
df2 <- subset(df2, eq != "") # Remove the empty lines

p.gro <- ggplot(t2, aes(x = Time.h, y = value, color = variable)) +
 geom_point() +
 scale_y_log10() +
 geom_text(data = df2, aes(x = graphx, y = graphy, label = eq), parse = TRUE, show.legend = F) +
 facet_grid(Cult ~ Substrate, scales = "free_x") +
 labs(x = "Time (h)", y = expression(log(OD[600])), parse = T) +
 scale_color_manual(values = c("#999999", "#6DCD59FF", "#482878")) +
 theme(strip.background = element_blank(), legend.position = "none")
p.gro + geom_smooth(method = "lm", fill = "#CCCCCC", show.legend = F)

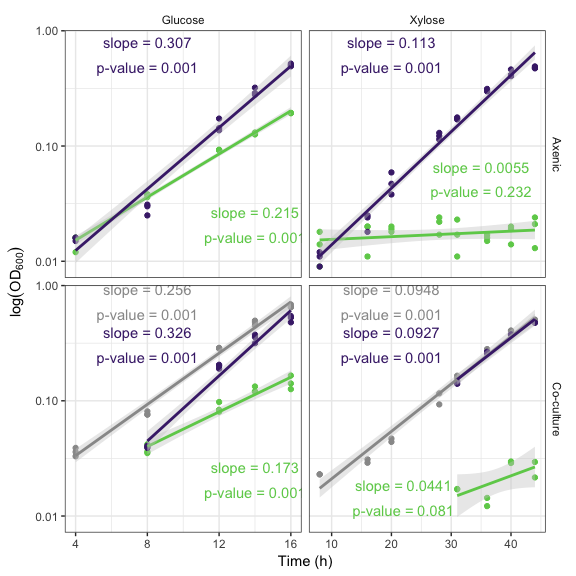

ggsave("figures/fig1-parts/fig1-growth.pdf", width = 120, units = "mm", height = 90, scale = 1.5)

#### Try it flipped!
# p.gro <- ggplot(t2, aes(x = Time.h, y = value, color = variable)) +
# geom_point() +
# scale_y_log10() +
# geom_text(data = df2, aes(x = graphx, y = graphy, label = eq), parse = TRUE, show.legend = F) +
# facet_grid(Substrate ~ Cult, scales = "free_x") +
# labs(x = "Time (h)", y = expression(log(OD[600])), parse = T) +
# scale_color_manual(values = c("#999999", "#6DCD59FF", "#482878")) +
# theme(strip.background = element_blank(), legend.position = "none")
# p.gro + geom_smooth(method = "lm", fill = "#CCCCCC", show.legend = F)
#
# # Note how "free_x" no longer applied because Time.h must be consistent
# while stacked.
# # Positions of labels also make less sense.
# ggsave("figures/fig1-parts/fig1-growth-flipped.pdf", width = 120, units = "mm", height = 90, scale = 1.5)

Cutaway of one frame from the above figure.

Confirm this goal: Show full time course of one block of the ANOVA design, without dropping timepoints or using a log10() transform.

# Start with the full t1 subset
t3 <- subset(t1, Substrate=="Glucose" & Cult == "Co-culture")

p.gro <- ggplot(t3, aes(x = Time.h, y = value, color = variable)) +
 geom_point() +
 facet_grid(Cult ~ Substrate, scales = "free_x") +
 labs(x = "Time (h)", y = expression(OD[600]), parse = T) +
 scale_color_manual(values = c("#999999", "#6DCD59FF", "#482878")) +
 theme(strip.background = element_blank(), legend.position = "none")
p.gro + geom_smooth(fill = "#CCCCCC", show.legend = F)

## `geom_smooth()` using method = 'loess'

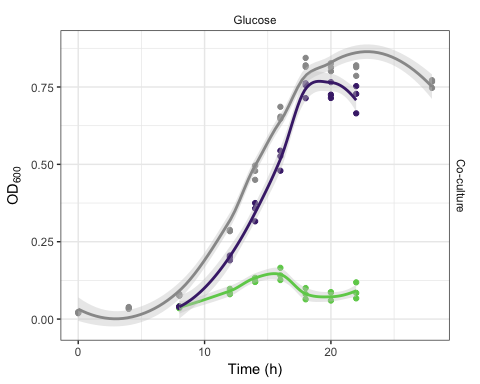

ggsave("figures/fig1-parts/fig1-growth-cutaway.pdf", width = 60, units = "mm", height = 50, scale = 1.5)

## `geom_smooth()` using method = 'loess'

# All data, for use as a sub figure.
# We add back in the legend, so this does not need the legend in another part of a larger figure.
p.gro <- ggplot(t1, aes(x = Time.h, y = value, color = variable)) +
 geom_point() +
 facet_grid(Cult ~ Substrate, scales = "free_x") +
 labs(x = "Time (h)", y = expression(OD[600]), parse = T) +
 scale_color_manual(values = c("#999999", "#6DCD59FF", "#482878"), name = "Treatment") +
 theme(strip.background = element_blank(), legend.position = c(.1,.88))
p.gro + geom_smooth(fill = "#CCCCCC", show.legend = F)

## `geom_smooth()` using method = 'loess'

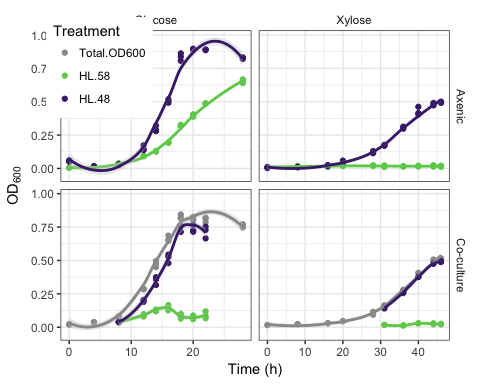

ggsave("figures/fig1-parts/fig1-growth-cutaway-full.pdf", width = 120, units = "mm", height = 90, scale = 1.5)

## `geom_smooth()` using method = 'loess'

## Process external metabolites

NMR metabolomics data derived from culture filtrate

Analyze and compare the concentrations of external metabolites across treatments.

summary(meta)
str(meta)

met <- filter(meta, Metabolite != "DSS-d6 (Chemical Shape Indicator)")
met <- filter(met, Experiment.Date != "Control March 2017")
met <- filter(met, Metabolite != "Glucose")
met <- filter(met, Metabolite != "Xylose")
met$Microbe <- factor(met$Microbe, levels = c("HL-48", "HL-48/58", "HL-58"))

g.met <- ggplot(met, aes(Metabolite, Conc.uM, color = Microbe))
g.met +
 geom_boxplot(width = .5) +
 labs(y = expression(paste("Concentration (", mu, M, ")")), color = "Treatment: ", x = "") +
 facet_wrap(~Substrate, ncol = 2) +
 scale_color_manual(values = c("#482878", "#777777", "#6DCD59FF")) +
 theme(strip.background = element_blank(), axis.text.x = element_text(angle = -20, hjust=0)
 ,legend.position = "top", legend.direction = "horizontal"
 ,plot.margin = margin(0, 1, 0, .5, "lines")
 #,legend.position = "none", plot.margin = unit(c(0, 0, 0, .5), "lines")
 )

## Warning: Removed 3 rows containing non-finite values (stat_boxplot).

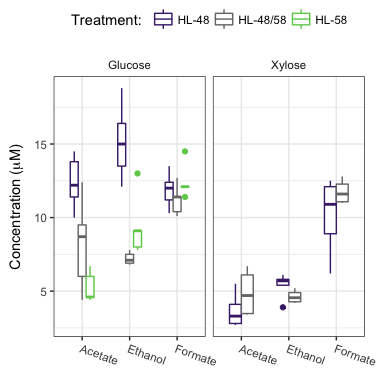

# wide; full width of growth curve
ggsave("figures/fig1-parts/fig1-mets-wide1.pdf", width = 120, units = "mm", height = 60, scale = 1.3)

## Warning: Removed 3 rows containing non-finite values (stat_boxplot).

# square; half width of growth curve
ggsave("figures/fig1-parts/fig1-mets.pdf", width = 60, units = "mm", height = 50, scale = 1.4)

## Warning: Removed 3 rows containing non-finite values (stat_boxplot).

# Try it flipped (matches flipped growth graph)
# g.met +
# geom_boxplot(width = .5) +
# labs(y = expression(paste("Concentration (", mu, M, ")")), color = "Treatment", x = "") +
# facet_wrap(~Substrate, ncol = 1, strip.position = "right") +
# scale_color_manual(values = c("#482878", "#777777", "#6DCD59FF")) +
# theme(strip.background = element_blank(), axis.text.x = element_text(angle = -20, hjust=0))
#
# ggsave("figures/fig1-parts/fig1-mets-flipped.pdf", width = 60, units = "mm", height = 50, scale = 1.4)

We need to do t-test to establish differences between ethanol and acetate abundances between treatments. This can be output as a supplementary table or kable in the markdown. You will see some notes in the Results text corresponding to this as well.

met %>% head

## Treatment Sample.Number Experiment.Date Replicate Metabolite Conc.uM X
## 1 HL-48 G N1 Main Jan 2017 1 Acetate 11.4 G
## 2 HL-48 G N1 Main Jan 2017 1 Ethanol 18.8 G
## 3 HL-48 G N1 Main Jan 2017 1 Formate 11.2 G
## 4 HL-48 G N2 Main Jan 2017 2 Acetate 10.0 G
## 5 HL-48 G N2 Main Jan 2017 2 Ethanol 15.0 G
## 6 HL-48 G N2 Main Jan 2017 2 Formate 12.4 G
## Substrate Cult Microbe
## 1 Glucose Axenic HL-48
## 2 Glucose Axenic HL-48
## 3 Glucose Axenic HL-48
## 4 Glucose Axenic HL-48
## 5 Glucose Axenic HL-48
## 6 Glucose Axenic HL-48

# Thanks to the magic of dplyr, broom, and default stats, we can do this:
met %>% group_by(Substrate, Metabolite) %>%
 do(tidy(pairwise.t.test(.$Conc.uM, .$Microbe, p.adj = "holm"))) %>%
 kable() %>% kable_styling(full_width = F)

## Currently generic markdown table using pandoc is not supported.

# Note we are using the 'holm' correction because it's 'uniformly more powerful' then 'bonf'.
# If we want to switch to Bonferroni because it's popular or we want CIs, that's ok too.

# let's pull mean values too
#met %>% group_by(Substrate, Metabolite, Microbe) %>% summarise(mean.Conc.uM = mean(Conc.uM, na.rm = T))
#met %>% group_by(Substrate, Metabolite, Microbe) %>% summarise(med.Conc.uM = median(Conc.uM, na.rm = T))

met %>% group_by(Substrate, Metabolite, Microbe) %>% summarise(med.Conc.uM = median(Conc.uM, na.rm = T)) %>%
 filter(Substrate == "Xylose", Metabolite == "Ethanol")

## # A tibble: 2 x 4
## # Groups: Substrate, Metabolite [1]
## Substrate Metabolite Microbe med.Conc.uM
## <chr> <chr> <fctr> <dbl>
## 1 Xylose Ethanol HL-48 5.70
## 2 Xylose Ethanol HL-48/58 4.55

5.7-4.55

## [1] 1.15

(5.7-4.55)/5.7

## [1] 0.2017544

met %>% group_by(Substrate, Metabolite, Microbe) %>% summarise(mean.Conc.uM = mean(Conc.uM, na.rm = T)) %>%
 filter(Substrate == "Xylose", Metabolite == "Ethanol")

## # A tibble: 2 x 4
## # Groups: Substrate, Metabolite [1]
## Substrate Metabolite Microbe mean.Conc.uM
## <chr> <chr> <fctr> <dbl>
## 1 Xylose Ethanol HL-48 5.380
## 2 Xylose Ethanol HL-48/58 4.625

5.380-4.625

## [1] 0.755

(5.380-4.625)/5.380

## [1] 0.1403346

# Line 156
met %>% group_by(Substrate, Metabolite, Microbe) %>% summarise(mean.Conc.uM = mean(Conc.uM, na.rm = T)) %>%
 filter(Substrate == "Glucose", Metabolite == "Ethanol")

## # A tibble: 3 x 4
## # Groups: Substrate, Metabolite [1]
## Substrate Metabolite Microbe mean.Conc.uM
## <chr> <chr> <fctr> <dbl>
## 1 Glucose Ethanol HL-48 15.16
## 2 Glucose Ethanol HL-48/58 7.22
## 3 Glucose Ethanol HL-58 9.40

15.16/7.22 # subtract 1 to get 'percent increase'

## [1] 2.099723

# line 174
met %>% group_by(Substrate, Metabolite, Microbe) %>% summarise(mean.Conc.uM = mean(Conc.uM, na.rm = T)) %>%
 filter(Substrate == "Glucose", Metabolite == "Ethanol")

## # A tibble: 3 x 4
## # Groups: Substrate, Metabolite [1]
## Substrate Metabolite Microbe mean.Conc.uM
## <chr> <chr> <fctr> <dbl>
## 1 Glucose Ethanol HL-48 15.16
## 2 Glucose Ethanol HL-48/58 7.22
## 3 Glucose Ethanol HL-58 9.40

(7.22/9.40) # relative

## [1] 0.7680851

(7.22- 9.40) / 9.4 # subtract 1 to get 'percent increase'

## [1] -0.2319149

## Process RNAseq data

Volcano plots!

#### Normalize RNAseq data to RPKM

RNA seq data processing for Halomonas HL-48; generate normalized counts in RPKM

dfcountData <- data.frame(raw.48, row.names = 1)
dfcolData <- data.frame(info.48, row.names = 1)

dds <- DESeqDataSetFromMatrix(countData = dfcountData, colData = dfcolData, design = ~condition)

## Warning in DESeqDataSet(se, design = design, ignoreRank): some variables in
## design formula are characters, converting to factors

dds.48 <- DESeq(dds)

## estimating size factors

## estimating dispersions

## gene-wise dispersion estimates

## mean-dispersion relationship

## -- note: fitType='parametric', but the dispersion trend was not well captured by the
## function: y = a/x + b, and a local regression fit was automatically substituted.
## specify fitType='local' or 'mean' to avoid this message next time.

## final dispersion estimates

## fitting model and testing

notAllZero <- (rowSums(counts(dds.48)) > 0)
vsd <- varianceStabilizingTransformation(dds.48)

## -- note: fitType='parametric', but the dispersion trend was not well captured by the
## function: y = a/x + b, and a local regression fit was automatically substituted.
## specify fitType='local' or 'mean' to avoid this message next time.

HL48.norm.count <- data.frame(assay(vsd[notAllZero,]))
HL48.norm.count <- add_rownames(HL48.norm.count, "GeneID")

## Warning: Deprecated, use tibble::rownames_to_column() instead.

HL48.norm.count <- merge(an.48, HL48.norm.count, by = "GeneID")

write.table(HL48.norm.count, file="RNA_seq_outputs/HL48_Norm_Exp_Values_annotated.csv", quote=FALSE, sep=",", row.names=FALSE, col.names=TRUE)
kable(head(HL48.norm.count))

# HL48.norm.count %>% head
# # So this simple df includes gene annotations and is normalized...
# dds.48 %>% assay() %>% head
# # ...while this is the full object, without normalization.
colData(dds.48)$condition %>% table

## .
## HL_48_58_G HL_48_58_X HL_48_G HL_48_X
## 5 4 4 4

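Between the co-cultures on glucose and on xylose, 762 *Halomonas* HL-48 genes (22.7%) and 1042 *Marinobacter* HL-58 genes (27%) were differentially expressed (n = 5 and 4). Sugar and harvest time (20 h and 33 h) changed together. *Marinobacter* HL-58 genes had 1100854 to 3870551 reads per library on glucose and 148896 to 534838 on xylose. On simulated counts with 200 changed genes, 12.0% of the *Marinobacter* HL-58 calls in this comparison had no change. That share depends on the number of changed genes, and no simulated library stood apart from its replicates. It need not hold for the real calls. In *Halomonas* HL-48, 244 genes were higher and 518 lower on glucose, or 413 and 593 without xylose co-culture replicate 4. *CY41DRAFT_2784* was 115-fold higher on glucose (2327 ± 2059 against 19.3 ± 2.76 normalized counts, limma adjusted p = 0.0022), with 94.6 to 4496 in the glucose libraries. *CY41DRAFT_0807* was 42.3-fold lower (97.2 ± 24.4 against 4159 ± 2544, limma adjusted p = 8.0e-06), and xylose co-culture replicate 4 stood at 344 against 5383 to 5488 in the others. In *Marinobacter* HL-58, 486 genes were higher and 556 lower. Among its genes whose libraries did not overlap, *CD01DRAFT_3689* had the largest rise on glucose, 31.2-fold (1125 ± 118 against 35.1 ± 27.5, limma adjusted p = 1.6e-07). *CD01DRAFT_2976* had the largest fall, 265-fold (28.6 ± 11.9 against 7840 ± 4649, limma adjusted p = 2.6e-09). *CD01DRAFT_3532* was 83.7-fold lower (91.1 ± 10.3 against 7715 ± 2469, limma adjusted p = 2.7e-12). For each gene named in this paragraph, the libraries of the sugars did not overlap.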

General function for DESeq contrasts.

deseq_diff <- function(df, contrasts, annotations){
 # perform deseq contrast
 r <- results(df, contrasts)

 # Convert to table and relablel row names to GeneID
 r <- add_rownames(data.frame(r), "GeneID")

 # merge in annotations from file
 r.an <- merge(annotations, r, by = "GeneID")

 return(r.an)
}

generate differential expression output for HL-48 glucose competition treatment HL-48 glucose axenic vs. HL-58/HL-48 glucose co-culture

HL48.diff.comp <- deseq_diff(dds.48, c("condition","HL_48_58_G","HL_48_G"), annotations = an.48)

write.table(HL48.diff.comp, file="RNA_seq_outputs/HL48.diff.comp.csv", quote=FALSE, sep=",", row.names=FALSE, col.names=TRUE)
kable(head(HL48.diff.comp))

generate differential expression output for HL-48 xylose commensalism treatment HL-48 xylose axenic vs. HL-58/HL-48 xylose co-culture

HL48.diff.cmns <- deseq_diff(dds.48, c("condition","HL_48_58_X","HL_48_X"), an.48)

write.table(HL48.diff.cmns, file="RNA_seq_outputs/HL48.diff.cmns.csv", quote=FALSE, sep=",", row.names=FALSE, col.names=TRUE)
kable(head(HL48.diff.cmns))

generate differential expression output for HL-48 competition over commensalism HL-58/HL-48 xylose co-culture (cmns) vs. HL-58/HL-48 glucose co-culture (comp)

# New plot comparing treatments
HL48.diff.coculture <- deseq_diff(dds.48, c("condition","HL_48_58_G", "HL_48_58_X"), an.48)

write.table(HL48.diff.coculture, file="RNA_seq_outputs/HL48.diff.coculture.csv", quote=FALSE, sep=",", row.names=FALSE, col.names=TRUE)
kable(head(HL48.diff.coculture))

RNA seq data processing for Marinobacter HL-58; generate normalized counts in RPKM

dfcountData <- data.frame(raw.58, row.names = 1)
dfcolData <- data.frame(info.58, row.names = 1)

dds.58 <- DESeqDataSetFromMatrix(countData = dfcountData, colData = dfcolData, design = ~condition)

## Warning in DESeqDataSet(se, design = design, ignoreRank): some variables in
## design formula are characters, converting to factors

dds.58 <- DESeq(dds.58)

## estimating size factors

## estimating dispersions

## gene-wise dispersion estimates

## mean-dispersion relationship

## -- note: fitType='parametric', but the dispersion trend was not well captured by the
## function: y = a/x + b, and a local regression fit was automatically substituted.
## specify fitType='local' or 'mean' to avoid this message next time.

## final dispersion estimates

## fitting model and testing

notAllZero <- (rowSums(counts(dds.58)) > 0)
vsd <- varianceStabilizingTransformation(dds.58)

## -- note: fitType='parametric', but the dispersion trend was not well captured by the
## function: y = a/x + b, and a local regression fit was automatically substituted.
## specify fitType='local' or 'mean' to avoid this message next time.

HL58.norm.count <- data.frame(assay(vsd[notAllZero,]))
HL58.norm.count <- add_rownames(HL58.norm.count, "GeneID")

## Warning: Deprecated, use tibble::rownames_to_column() instead.

HL58.norm.count <- merge(an.58, HL58.norm.count, by = "GeneID")

write.table(HL58.norm.count, file="RNA_seq_outputs/HL58_Norm_Exp_Values_annotated.csv", quote=FALSE, sep=",", row.names=FALSE, col.names=TRUE)
kable(head(HL58.norm.count))

# HL58.norm.count %>% head
# # So this simple df includes gene annotations and is normalized...
# dds.58 %>% assay() %>% head
# # ...while this is the full object, without normalization. Just like last time
colData(dds.58)$condition %>% table

## .
## HL_48_58_G HL_48_58_X HL_58_G
## 5 4 5

more RNA seq data processing for Marinobacter HL-58; generate differential expression output for HL-58 glucose competition treatment HL-58 glucose axenic vs. HL-58/HL-48 glucose co-culture note that HL-58 does not grow on xylose; hence, differential expression cannot be analyzed for HL-58 xylose commensalism

HL58.diff.comp <- deseq_diff(dds.58, c("condition","HL_48_58_G","HL_58_G"), an.58)

write.table(HL58.diff.comp, file="RNA_seq_outputs/HL58.diff.comp.csv", quote=FALSE, sep=",", row.names=TRUE, col.names=TRUE)
kable(head(HL58.diff.comp))

generate differential expression output for HL-58 competition over commensalism HL-58/HL-48 xylose co-culture (cmns) vs. HL-58/HL-48 glucose co-culture (comp)

# new graph comparing two treatments
HL58.diff.coculture <- deseq_diff(dds.58, c("condition","HL_48_58_G","HL_48_58_X"), an.58)

write.table(HL58.diff.coculture, file="RNA_seq_outputs/HL58.diff.coculture.csv", quote=FALSE, sep=",", row.names=TRUE, col.names=TRUE)
kable(head(HL58.diff.coculture))

generate differential expression output for HL-58 xylose commensalism over glucose axenic HL-58 glucose axenic vs. HL-58/HL-48 xylose co-culture

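Between xylose co-culture and axenic culture on glucose, 963 *Marinobacter* HL-58 genes (25%) were differentially expressed, 504 higher and 459 lower in co-culture (n = 4 and 5). *CD01DRAFT_2976* was 423-fold higher in xylose co-culture, at 7840 ± 4649 normalized counts against 17.5 ± 3.22 (log2 8.72, limma adjusted p = 1.9e-09), and *CD01DRAFT_2969* was 75.6-fold higher (5151 ± 3333 against 67.1 ± 5.22, limma adjusted p = 3.3e-07). *CD01DRAFT_1573* was 242-fold lower, at 2.7 ± 3.37 against 893 ± 130 (log2 -7.92, limma adjusted p = 0.001). The fold of *CD01DRAFT_1573* rests on counts near 0, with no read in xylose co-culture replicates 2 and 3, and its log2 change ran from -8.62 without xylose co-culture replicate 1 to -6.87 with a pseudocount of 5. With limma-voom on recovered reads its adjusted p was 0.26.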

Because HL-58 does not grow on xylose, but can survive in the presence of HL-48, this is used as a proxy for the impossible HL_58_X. Note that two treatments are applied (different substrate and introduction of HL-48).

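The compared *Marinobacter* HL-58 libraries also differ in depth, with 8082829 to 10605750 reads in each axenic library against a median of 228593 in xylose co-culture. On simulated counts with these depths, 12 of the genes called by limma had no change, 7.3% of the calls. Genes changed 4-fold were called in 95.5% of cases. The simulation held 200 changed genes, and its share of false calls depends on that number. It held no library that stood apart from its replicates, as xylose co-culture replicate 4 did. For both reasons these shares need not hold for the real calls.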

# new graph control to two treatments
HL58.diff.proxy <- deseq_diff(dds.58, c("condition","HL_48_58_X","HL_58_G"), an.58)

write.table(HL58.diff.proxy, file="RNA_seq_outputs/HL58.diff.proxy.csv", quote=FALSE, sep=",", row.names=TRUE, col.names=TRUE)
kable(head(HL58.diff.proxy))

## Plot differentially expressed genes

setup volcano plot for HL48 glucose competition this analysis barrows ideas/code from a previously described example source <https://twbattaglia.github.io/2016/12/17/volcano-plot/>

add_color_cutoff <- function(df, pvalue_cutoff = -log10(0.05), up_name, down_name, default_name = "None"){
 # This function is hard-coded to our data. It's not meant to be a general function.
 df$color <- default_name
 df$color[df$lfc > 0 & df$pvalue > pvalue_cutoff] <- up_name
 df$color[df$lfc < 0 & df$pvalue > pvalue_cutoff] <- down_name

 return(df)
}

# https://stackoverflow.com/questions/7367138/text-wrap-for-plot-titles
wrap_strings <- function(x, goal_width = 40){
 as.character(sapply(x,FUN=function(x){
 if(is.na(x)){return("")}
 if(nchar(x) == 0){return("")}
 print((nchar(x) / (ceiling(nchar(x)/goal_width))))
 paste(strwrap(x, width = (nchar(x) / (ceiling(nchar(x)/goal_width)))), collapse=" \n")
 }))
}

# Test:
c("test", "", NA) %>% wrap_strings()

## [1] 4

## [1] "test" "" ""

# Also use it on full gp.labels
gp.labels$Product <- wrap_strings(gp.labels$Product)

## [1] 29
## [1] 33
## [1] 31.5
## [1] 31.5
## [1] 18
## [1] 33
## [1] 21
## [1] 24.5
## [1] 24.5
## [1] 26
## [1] 31.5
## [1] 40
## [1] 33
## [1] 25
## [1] 25.5
## [1] 26.5
## [1] 40
## [1] 21
## [1] 23
## [1] 22.5
## [1] 20.5
## [1] 38
## [1] 23
## [1] 37
## [1] 35
## [1] 35

plot_v <- function(df, df.labels){
 # This function is hard-coded to our data. It's not meant to be a general function.
 plot <- ggplot(df, aes(x = lfc, y = pvalue))
 return(plot +
 #geom_vline(xintercept = 0, color = "black") + # add line at 0
 geom_vline(xintercept = c(-log2(2),log2(2)), color = "grey40") + # Add cutoffs
 geom_hline(yintercept = -log10(0.05), color = "grey40") + # we put our pvalue cutoff in here
 geom_point(aes(color = factor(color)), size = 2, alpha = 0.5, na.rm = TRUE) +
 theme(legend.position = "none") + # remove legend
 # We let's add these manually so they match the different graph
 #annotate("text", x = -2, y = 0, label = "Axenic", size = 5, color = "black") + # add Untreated text
 #annotate("text", x = 2, y = 0, label = "Co-culture", size = 5, color = "red") + # add Treated text
 #xlab(expression(log[2]("Co-culture" / "Axenic"))) + # x-axis label
 ylab(expression(-log[10]("adjusted p-value"))) + # y-axis label
 scale_y_continuous(trans = "log1p") + #transform the y-axis
 scale_color_manual(values = c("Co-culture" = viridis(10, option = "C")[8],
 "Axenic" = viridis(10, option = "C")[1],
 "None" = "grey")) + # We could add new colors here for Commensalism and Competition plots.
 geom_text_repel(data = df.labels, lineheight = 0.8,
 mapping = aes(label = Product), min.segment.length = unit(0, "lines")
 ,box.padding = unit(0.2, "lines"), point.padding = unit(0.2, "lines")
 )
 )
}

### HL-48 response to glucose competition

Fig2-A, Colored by directionality

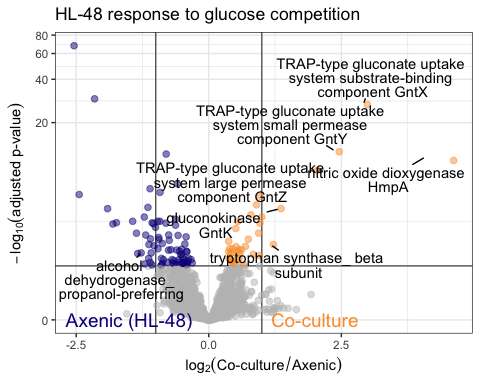

### HL-48 response to xylose commensalism

Colored by directionality

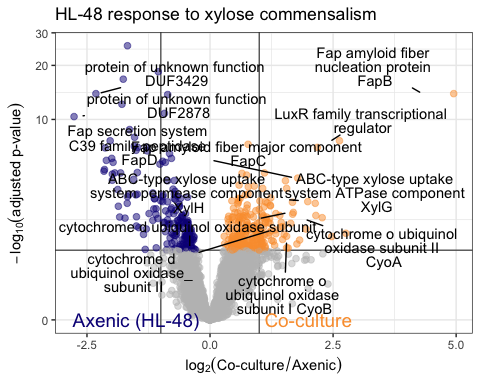

### HL-58 response to glucose competition

Colored by directionality

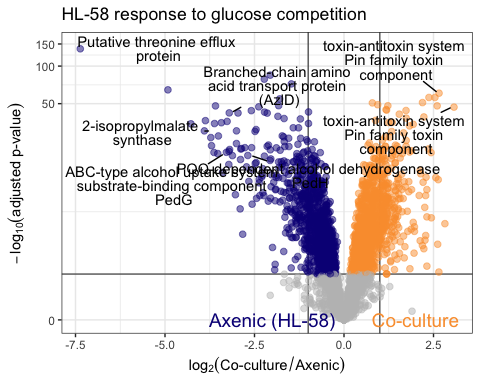

### Three new volcano plots

## [1] 23
## [1] 32.5
## [1] 31
## [1] 19
## [1] 38.5
## [1] 20
## [1] 34
## [1] 35
## [1] 22
## [1] 34.5

## Warning: Removed 2 rows containing missing values (geom_text_repel).

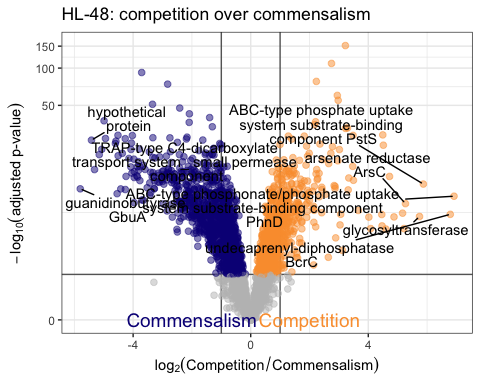

## [1] 24
## [1] 34
## [1] 19
## [1] 23
## [1] 27
## [1] 16
## [1] 26.5
## [1] 32.5
## [1] 23
## [1] 37

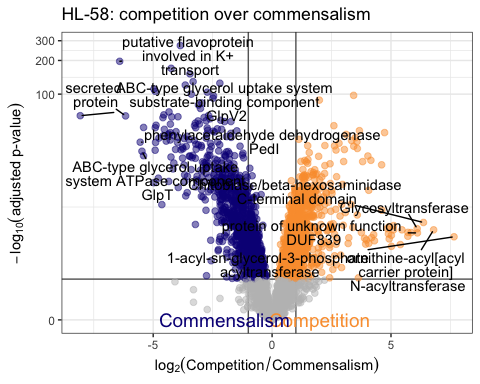

## [1] 38
## [1] 38.5
## [1] 26.5
## [1] 32.5
## [1] 23
## [1] 24
## [1] 22
## [1] 19
## [1] 23
## [1] 27

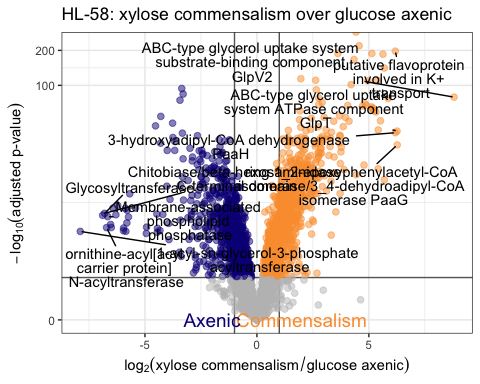

# Functional Enrichment (FE)

Dot plots!

This section applies filters to differentially expressed genes and calculates those gene function categories that are statistically enriched from the genome of each species

#trim differentially expressed genes by a pvalue cutoff p-adjusted <= 0.05
HL48.diff.comp.filt <- HL48.diff.comp %>% subset(padj <= 0.05)
HL48.diff.cmns.filt <- HL48.diff.cmns %>% subset(padj <= 0.05)
HL58.diff.comp.filt <- HL58.diff.comp %>% subset(padj <= 0.05)

# fold changes that are significant
HL58.diff.comp.filt$log2FoldChange %>% qplot() + geom_histogram()

## `stat_bin()` using `bins = 30`. Pick better value with `binwidth`.
## `stat_bin()` using `bins = 30`. Pick better value with `binwidth`.

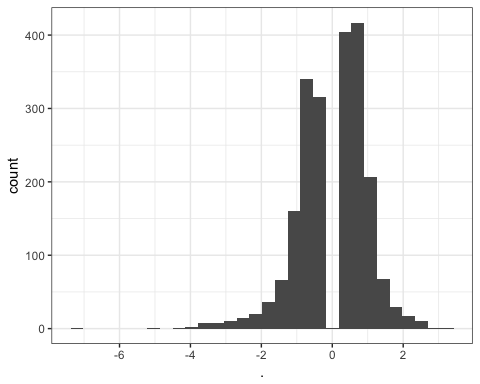

#trim differentially expressed genes by fold change; FC greater than 2 (< log2 = -1 or > log2 = 1)
HL48.diff.comp.filtU <- HL48.diff.comp.filt %>% subset(log2FoldChange >= 1)
HL48.diff.cmns.filtU <- HL48.diff.cmns.filt %>% subset(log2FoldChange >= 1)
HL58.diff.comp.filtU <- HL58.diff.comp.filt %>% subset(log2FoldChange >= 1)
# HL48.diff.comp.filt <- HL48.diff.comp.filt %>% subset(abs(log2FoldChange) >= 1)
# HL48.diff.cmns.filt <- HL48.diff.cmns.filt %>% subset(abs(log2FoldChange) >= 1)
# HL58.diff.comp.filt <- HL58.diff.comp.filt %>% subset(abs(log2FoldChange) >= 1)
HL48.diff.comp.filtD <- HL48.diff.comp.filt %>% subset(log2FoldChange <= -1)
HL48.diff.cmns.filtD <- HL48.diff.cmns.filt %>% subset(log2FoldChange <= -1)
HL58.diff.comp.filtD <- HL58.diff.comp.filt %>% subset(log2FoldChange <= -1)

# HL58.diff.comp.filtU$log2FoldChange %>% qplot() + geom_histogram() # all up
# HL58.diff.comp.filtD$log2FoldChange %>% qplot() + geom_histogram() # all down

# fold changes that are significant and OVER 2 (but not under). So this capture enrichment only.
HL58.diff.comp.filt$log2FoldChange %>% qplot() + geom_histogram()

## `stat_bin()` using `bins = 30`. Pick better value with `binwidth`.
## `stat_bin()` using `bins = 30`. Pick better value with `binwidth`.

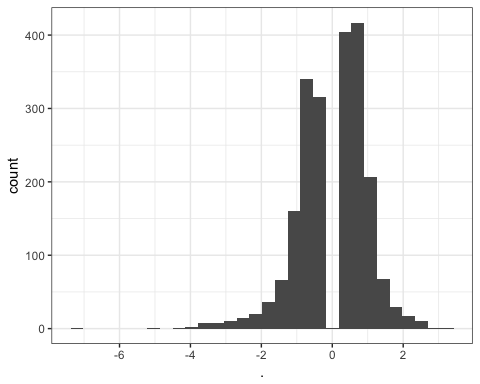

#prepare input files for FE
HL48.comp.FE.U <- HL48.diff.comp.filtU %>% select(GeneID) %>% data.frame(., ModuleID = "HL_48_58_G_v_HL_48_G")
HL48.cmns.FE.U <- HL48.diff.cmns.filtU %>% select(GeneID) %>% data.frame(., ModuleID = "HL_48_58_X_v_HL_48_X")
HL58.comp.FE.U <- HL58.diff.comp.filtU %>% select(GeneID) %>% data.frame(., ModuleID = "HL_48_58_G_v_HL_58_G")

HL48.comp.FE.D <- HL48.diff.comp.filtD %>% select(GeneID) %>% data.frame(., ModuleID = "HL_48_58_G_v_HL_48_G")
HL48.cmns.FE.D <- HL48.diff.cmns.filtD %>% select(GeneID) %>% data.frame(., ModuleID = "HL_48_58_X_v_HL_48_X")
HL58.comp.FE.D <- HL58.diff.comp.filtD %>% select(GeneID) %>% data.frame(., ModuleID = "HL_48_58_G_v_HL_58_G")

FE calculations of main role categories

#first, set up the subrole FE function
#input x is a FE input e.g. HL48.comp.FE
#input y is an annotation file e.g. an.48
mainroleeModuleEnrichment <- function(x,y)
{
 y[grepl('::', y$Main_Role), 'Main_Role'] <- 'Ambiguous_Function'
 fModuleData <- x
 fAnnotData <- y[, c("GeneID", "Main_Role")]
 colnames(fAnnotData) <- c("GeneID", "Main_Role")
 uniqueFunCats <- unique(fAnnotData[c("Main_Role")])
 Main_Role <- unique(fAnnotData$Main_Role)
 modules <- unique(fModuleData$ModuleID)
 numGenesInGenome <- nrow(fAnnotData)
 outputData <- NULL
 for (mID in modules)
 {
 genesInSet <- fModuleData[fModuleData$ModuleID == mID, "GeneID"]
 numGenesInSet <- length(genesInSet)
 for (i in 1:nrow(uniqueFunCats))
 {
 Main_Role <- uniqueFunCats[i, "Main_Role"]
 genesInGenomeWithAnnot <- fAnnotData[fAnnotData$Main_Role == Main_Role, "GeneID"]
 numGenesInGenomeWithAnnot <- length(genesInGenomeWithAnnot)
 numGenesInSetWithAnnot <- length(intersect(genesInSet, genesInGenomeWithAnnot))
 #=====================================================================================
 # Run Fisher's exact test
 counts <- matrix(c(numGenesInSetWithAnnot, numGenesInSet-numGenesInSetWithAnnot,
 numGenesInGenomeWithAnnot, numGenesInGenome-numGenesInGenomeWithAnnot), nrow=2)
 res <- fisher.test(counts)
 if (res$p.value <= 0.05)
 {
 pModule <- numGenesInSetWithAnnot/numGenesInSet
 pGenome <- numGenesInGenomeWithAnnot/numGenesInGenome
 ratio <- pModule/pGenome
 if (pModule > pGenome)
 {
 outputData <- rbind(outputData, cbind(ModuleID=mID, Main_Role=Main_Role, PVal=res$p.value, Ratio=ratio, PercentageInModule=pModule, PercentageInGenome=pGenome))
 }
 }
 }
 }
 outputData <- data.frame(outputData)
 outputData
}

#mainrolefunctial enrichment function using HL48.comp.FE and an.48 as x and y inputs

HL48.comp.MR.FE.U <- mainroleeModuleEnrichment(HL48.comp.FE.U, an.48)
HL48.comp.MR.FE.U$Treatment <- "HL-48 Glucose\nCompetition"
HL48.comp.MR.FE.U$dir <- "Increase"

#mainrolefunctial enrichment function using HL48.cmns.FE and an.48 as x and y inputs
HL48.cmns.MR.FE.U <- mainroleeModuleEnrichment(HL48.cmns.FE.U, an.48)
HL48.cmns.MR.FE.U$Treatment <- "HL-48 Xylose\nCommensalism"
HL48.cmns.MR.FE.U$dir <- "Increase"

#mainrolefunctial enrichment function using HL58.comp.FE and an.58 as x and y inputs
HL58.comp.MR.FE.U <- mainroleeModuleEnrichment(HL58.comp.FE.U, an.58)
HL58.comp.MR.FE.U$Treatment <- 'HL-58 Glucose\nCompetition'
HL58.comp.MR.FE.U$dir <- "Increase"

# matching set for reduced (D Down) enrichment
HL48.comp.MR.FE.D <- mainroleeModuleEnrichment(HL48.comp.FE.D, an.48)
HL48.comp.MR.FE.D$Treatment <- 'HL-48 Glucose\nCompetition'
HL48.comp.MR.FE.D$dir <- "Decrease"
# Empty?

HL48.cmns.MR.FE.D <- mainroleeModuleEnrichment(HL48.cmns.FE.D, an.48)
HL48.cmns.MR.FE.D$Treatment <- 'HL-48 Xylose\nCommensalism'
HL48.cmns.MR.FE.D$dir <- "Decrease"

HL58.comp.MR.FE.D <- mainroleeModuleEnrichment(HL58.comp.FE.D, an.58)
HL58.comp.MR.FE.D$Treatment <- 'HL-58 Glucose\nCompetition'
HL58.comp.MR.FE.D$dir <- "Decrease"

#pull it together
MR.FE <- rbind(HL48.comp.MR.FE.U, HL48.cmns.MR.FE.U, HL58.comp.MR.FE.U,
 HL48.comp.MR.FE.D, # This is the empty data frame
 HL48.cmns.MR.FE.D, HL58.comp.MR.FE.D)
kable(MR.FE, caption = "Functional enrichment of main role gene categories")

Functional enrichment of main role gene categories

## Plot main role functional enrichment results

MR <- data.frame(dir = MR.FE$dir, Treatment = MR.FE$Treatment, Main_Role = MR.FE$Main_Role,
 Ratio = as.numeric(MR.FE$Ratio), PercentageInModule = 100*(as.numeric(MR.FE$PercentageInModule)))

MR$Ratio %>% summary

## Min. 1st Qu. Median Mean 3rd Qu. Max.
## 1.485 1.828 2.331 3.763 4.364 9.886

g.MR.FE <- ggplot(MR, aes(x = Treatment, y = Main_Role, size = Ratio, fill = PercentageInModule))
g.MR.FE <- g.MR.FE +
 #geom_point(shape = 21, colour = "#000000", fill = "#40b8d0") +
 geom_point(shape = 21) +
 facet_grid(~dir) +
 ggtitle("Functional enrichment of gene main roles") +
 labs(x = "Treatment", y = "")
g.MR.FE

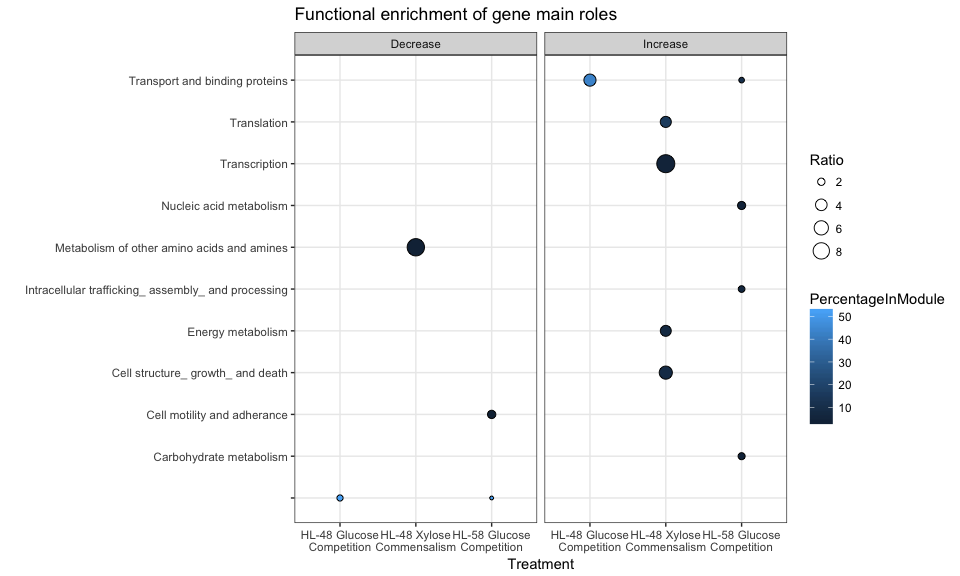

FE calculations on main role categories

How the deposited data were processed for this re-analysis (not part of the article)

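RNA sequencing covered 22 libraries: axenic *Halomonas* HL-48 on glucose (n = 4) and on xylose (n = 4), axenic *Marinobacter* HL-58 on glucose (n = 5), and co-cultures on glucose (n = 5) and on xylose (n = 4). All 22 were mapped to a condition from their labels, and each sugar was at 5 mM with harvest at 20 h (glucose) or 33 h (xylose). The authors aligned the reads, counted them per gene and species, and deposited values after DESeq2's variance-stabilizing transformation with a local dispersion fit; its version is not given. These values are neither counts nor log2 values, and DESeq2 and edgeR, which need raw counts, were not run here.

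The transformation was undone within each table. Equal whole counts divided by a library's size factor give steps between neighbouring values, from which the size factors and the rising function were recovered. The scale of the counts was then set with the mean normalized counts printed for 6 *Halomonas* HL-48 and 5 *Marinobacter* HL-58 genes in the supplement, which were matched to within 0.0053 and 0.039 ppm. Values above 15.7 (*Halomonas* HL-48, 183 values in 25 genes) and 16.1 (*Marinobacter* HL-58, 25 values in 11 genes) lie outside the decoded range and were extrapolated. Tested on simulated counts, the decoding recovered 100.00% of reads.

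Reads in decoded genes per library ranged from 1523206 to 8241101 (axenic *Halomonas* HL-48 on glucose), 1117843 to 2452732 (axenic *Halomonas* HL-48 on xylose) and 8082829 to 10605750 (axenic *Marinobacter* HL-58 on glucose). In co-culture they ranged from 1587309 to 4272835 (glucose) and 5489102 to 12400581 (xylose) for *Halomonas* HL-48 genes, and from 1100854 to 3870551 (glucose) and 148896 to 534838 (xylose) for *Marinobacter* HL-58 genes.

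A fold change is the ratio of mean normalized counts, each with 1 count added. Tests used limma 3.58.1 in R 4.3.3 on the deposited values: a linear model over all libraries of a table, moderated variances with a trend on the mean level, and Benjamini-Hochberg adjustment over all genes of the table, without a filter on low counts. A gene was called differentially expressed at an adjusted p of at most 0.05 and a change of at least 2-fold. Standard errors printed with log2 changes come from the same model on log2 normalized counts. They belong to differences of mean log2 counts and pool the spread of all libraries of a table. They are not errors of the printed ratios of means. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for decoding and figures. In simulated data with 200 changed genes, all above a minimum mean count, limma called 94.0% to 98.5% of 4-fold changes. False calls made up 0.6% to 1.2% of calls, apart from the comparisons with xylose co-cultures in *Marinobacter* HL-58. There they made up 7.3% (against axenic culture) and 12.0% (between co-cultures). The simulation drew each gene on its own, with its median spread over all cultures of a table. It held no library that stood apart from its replicates, and its shares of false calls depend on the number of changed genes. For both reasons these shares need not hold for the real calls.

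Comparisons were co-culture against axenic culture on each sugar, the co-cultures on glucose against those on xylose for each species, *Marinobacter* HL-58 in xylose co-culture against axenic *Marinobacter* HL-58 on glucose, and the difference of the *Halomonas* HL-48 responses between sugars. These, their tests and most alternatives were fixed before the data were examined. The comparison of axenic *Halomonas* HL-48 between sugars, limma-voom, a residual component as covariate, and fits of the glucose comparisons without xylose co-culture replicate 4 or without glucose co-culture replicates 2 and 5 were added after seeing the values. Alternatives set earlier were another pseudocount (5), log2 normalized counts, no variance trend, median centring, quantile normalization, removal of the lowest 25% of genes, a replicate block, fits with only the compared groups, the adjusted p alone and a change of 1 deposited unit. Each library of the compared cultures was also left out in turn.

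Genes named in the text are those the paper names by locus tag, the genes with a product name in the supplement (18 in all, whose printed values had been seen when the rule was written), and per comparison up to 2 genes with the largest rise and 2 with the largest fall among called genes whose libraries do not overlap. The rule allowed 8 per direction for genes with a known product, but the sources used here pair no locus tag with a gene symbol apart from *azlD* (*CD01DRAFT_3656*). The paper places its annotation on GitHub and IMG, and it was not among the files used. For this reason, tests of the gene lists and functional categories (Fig. 2) were not run, and no value is given for genes that the paper names by symbol alone. The methods describe the replicates as biological, and the replicate numbers are not stated to pair cultures.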

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

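The tests of a wrong label, of both forms of foreign glucose RNA, and of a state shared by both species were chosen after the result was seen, as were the comparison of axenic *Halomonas* HL-48 between sugars and the forms of the spread test that widen axenic *Marinobacter* HL-58 alone or both cultures.

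In the co-culture libraries, *Marinobacter* HL-58 genes received 46.77% of reads on glucose (SD 4.56, range 40.95 to 53.53, n = 5) and 3.15% on xylose (SD 0.68, range 2.64 to 4.13, n = 4; exact permutation test, two-sided, p = 0.0159). The paper does not report these shares. They are shares of RNA reads in decoded genes and not of cells.

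Axenic *Halomonas* HL-48 on glucose and on xylose differed in 1076 of 3364 genes (467 higher and 609 lower on glucose; limma), a comparison the paper does not report. *CY41DRAFT_2487* had 6507 ± 3622 normalized counts on glucose and 297 ± 37.4 on xylose, 21.8-fold (adjusted p = 4.6e-08), so its xylose level was low in axenic culture and rose with the partner. Sugar and harvest time cannot be separated in this design.

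The response of *Halomonas* HL-48 to its partner differed between xylose and glucose in 53 genes by limma's interaction test, 22 with a higher and 31 with a lower response on xylose; 15 of the genes called on xylose and 4 of those called on glucose were among them. The count was 248 without xylose co-culture replicate 4, 82 without glucose co-culture replicate 5 and 16 without axenic xylose replicate 4. It lay between 19 and 31 without any single library among xylose co-culture replicate 2, axenic xylose replicates 1 to 3, glucose co-culture replicates 1 to 4 and axenic glucose replicates 2 and 3.

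The *Halomonas* HL-48 profile of xylose co-culture replicate 4 lay far from its replicates toward the glucose cultures: its mean correlation with them was 0.841 (others 0.940 to 0.944), its first component -24.0 (others 77.3 to 82.1) and its second -73.0 (others 2.4 to 5.6). Normalized counts stood apart in *CY41DRAFT_0132* (311; others 1244 to 1327), *CY41DRAFT_0143* (162; others 95.4 to 104), *CY41DRAFT_0180* (132; others 40.9 to 43.4), *CY41DRAFT_2151* (234; others 22.8 to 29.3), *CY41DRAFT_1961* (3685; others 210 to 216) and *CY41DRAFT_0807* (344; others 5383 to 5488). Its *Marinobacter* HL-58 profile was also shifted, at 33.8% of the way from xylose to glucose co-culture (others 6.6 to 13.4%) and 69.1 on the first component (others 103.7 to 117.9). Its *Marinobacter* HL-58 genes differed from those of the other replicates by 13.5 to 17.4 times counting error in chi-square per degree of freedom (2.27 to 2.61 among the others). Among them, *CD01DRAFT_3221* (1395; others 2053 to 2127) and *CD01DRAFT_0003* (3.81; others 0) stood apart.

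A glucose co-culture under a wrong label would have a share of *Marinobacter* HL-58 reads near 40.95 to 53.53%, and this library had 4.13%. Thinned to 1117843 reads it still correlated with its replicates at a mean of 0.816 (0.826 at full depth), which argues against depth. RNA of a glucose culture like the 9 sequenced would move all genes by the same share, but genes low on glucose stood at a median 96.2% of the way to glucose and genes high on glucose at 43.0%, a gap of 53.2 points (18.3 points in the glucose library that differed most when left out). RNA of another glucose culture cannot be told apart: 3.09% of 3300 genes lay over 2-fold outside all glucose and other xylose co-culture libraries, between the bounds set for it (1% and 5%), against at most 0.303% for any other library. A culture state or growth stage not otherwise sampled, in 1 or both species, stays open and was not tested.

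Single libraries stood apart from their replicates in a few other genes. *CY41DRAFT_0132* had 523 normalized counts in axenic glucose replicate 4 (others 320 to 346), *CY41DRAFT_1387* 292 in axenic glucose replicate 3 (others 416 to 437), *CY41DRAFT_0807* 167 in axenic glucose replicate 4 (others 63.7 to 79.4), and *CY41DRAFT_1942* 357 in xylose co-culture replicate 3 (others 463 to 485). In glucose co-culture replicate 1, *CD01DRAFT_0289* had 209 (others 139 to 152) and *CD01DRAFT_0003* 5.46 (others 0 to 1). Of 170 groups of libraries tested for a distant member, 17 had one, where chance gives about 1 in 20. The 17 include the values of xylose co-culture replicate 4 given above, and many of the groups share the same libraries. They therefore do not show that the genes of this paragraph exceed chance.

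More *Marinobacter* HL-58 than *Halomonas* HL-48 genes responded to competition for glucose. The replicate spread of *Halomonas* HL-48 was 1.98 times that of *Marinobacter* HL-58 in axenic culture and 0.76 times in co-culture. On log2 counts and with the compared cultures alone in the fit, 503 *Marinobacter* HL-58 and 14 *Halomonas* HL-48 genes were called. With each *Marinobacter* HL-58 spread set to that of *Halomonas* HL-48 the *Marinobacter* HL-58 count was 509, with the axenic spread alone widened it was 487, and with both widened by 1.98 times it was 245. With every glucose library thinned to 1100854 reads the counts were 510 and 13. Reads of *Halomonas* HL-48 counted in *Marinobacter* HL-58 genes would raise the 212 upregulated genes further on xylose, where *Halomonas* HL-48 reads outnumber those of *Marinobacter* HL-58, yet their median log2 ratio of xylose over glucose co-culture was -0.77 (interquartile range -1.39 to -0.20). These values argue against all 3 technical explanations as the whole cause, and a stronger biological response of *Marinobacter* HL-58 may remain, as a hypothesis from the same data.

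Glucose co-culture replicates 2 and 5 lay apart from replicates 1, 3 and 4 in both species. The mean correlation was 0.982 within and 0.949 between these sets for *Halomonas* HL-48 genes and 0.979 and 0.908 for *Marinobacter* HL-58 genes. Thinning to equal depth kept at least 101.7% of the gap, which argues against depth. The distances among the 5 libraries in the tables of both species correlated at r = 0.97 (10 distances; exact one-sided permutation test over 120 orders, p = 0.0083, the smallest these orders can give). The split had been seen in both tables before, so this value restates it and does not test its origin. A state of the culture and a state of the library cannot be told apart, since each library holds the RNA of both species.

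Other splits of the same libraries were compared with the real one, counting each split once and drawing 100 where there were more. The share of splits that called at least as many genes as the real one was under 0.05 for all 7 counts, unadjusted for their number. For *Halomonas* HL-48 on glucose and for the interaction, another split called more genes than the real one, so chance is not excluded there. On glucose, 4 of 100 splits called at least as many *Halomonas* HL-48 genes as the real 20, and the highest other called 111, with glucose co-culture replicates 2 and 5 and axenic replicates 1, 2 and 3 on one side, which points to a structure of the libraries apart from the treatment. For *Marinobacter* HL-58 on glucose it was 1 of 100 (466 against 0 in the highest other), and for *Halomonas* HL-48 on xylose 1 of 35 (60 against 1). Between the co-cultures it was 1 of 100 for *Halomonas* HL-48 (762 against 574) and 1 of 100 for *Marinobacter* HL-58 (1042 against 712). For *Marinobacter* HL-58 in xylose co-culture against axenic glucose culture it was 1 of 100 (963 against 622), and for the interaction 2 of 100 (53 against 124).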

How the results depend on the processing

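The limma-voom fits, the residual component and the fits without glucose co-culture replicates 2 and 5 were chosen after the results were seen. Of 2130 gene values under alternatives, 2072 kept their side of the threshold, 37 lost the call, 21 gained it and 0 changed direction while called. Among the 2072, 53 changed sign with no call under either setting. Leaving out the lowest 25% of genes removes, among the genes named in the text, *CY41DRAFT_2151*, *CY41DRAFT_2784*, *CY41DRAFT_1961*, *CY41DRAFT_0143*, *CY41DRAFT_0180*, *CD01DRAFT_0003* and *CD01DRAFT_0006* from the tests. The causes of the changes below were not tested, except that dropping a threshold admits more genes by construction. With the adjusted p alone the counts were 35 (*Halomonas* HL-48, glucose), 1335 (*Marinobacter* HL-58, glucose), 141 (*Halomonas* HL-48, xylose), 1706 and 1986 (co-cultures, *Halomonas* HL-48 and *Marinobacter* HL-58), 1847 (*Marinobacter* HL-58, xylose co-culture against axenic glucose) and 1998 (axenic *Halomonas* HL-48). With a change of 1 deposited unit they were 35, 1203, 137, 1560, 1877, 1733 and 1851 in that order. With limma-voom the count was 6 for *Halomonas* HL-48 on glucose (4 higher, 2 lower), 114 on xylose (77 higher, 37 lower; 50 shared with the 60) and 20 for the interaction (9 shared with the 53). With the xylose groups fitted alone it was 32 (5 higher, 27 lower). With a residual component as covariate the *Halomonas* HL-48 count on glucose was 46. Without glucose co-culture replicates 2 and 5 it was 28 for *Halomonas* HL-48 (13 shared with the 20) and 361 for *Marinobacter* HL-58.

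Pairing of libraries by replicate number was not shown, and 4 or 5 pairs per comparison are too few to exclude it. In no comparison were all correlations between libraries of the same number positive. They ran from -0.14 to 0.69 (mean 0.33) for *Halomonas* HL-48 on glucose and from -0.08 to 0.06 (mean 0.02) for *Marinobacter* HL-58 on glucose. For *Halomonas* HL-48 on xylose they ran from -0.08 to -0.01 (mean -0.04). In that order, 1 of 4, 2 of 5 and 0 of 4 pairs held the best partner. With a replicate block the counts were 12 (*Halomonas* HL-48, glucose), 40 (*Halomonas* HL-48, xylose), 23 (interaction), 469 (*Marinobacter* HL-58, glucose), 747 and 1029 (co-cultures) and 958 (*Marinobacter* HL-58, xylose co-culture against axenic glucose).

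Each library of the compared cultures was left out in turn, and the other libraries of a table were kept in the fit. The *Halomonas* HL-48 count on glucose then ran from 9 (without axenic replicate 2) to 29 (without axenic replicate 3). It was 11 without axenic replicate 1 and 10, 12 and 12 without glucose co-culture replicates 1, 3 and 4. Leaving out xylose co-culture replicate 4, added after seeing the values, gave 30. On xylose it ran from 24 (without axenic replicate 4) to 66 (without co-culture replicate 3), with 38 and 26 without axenic replicates 1 and 2. *Marinobacter* HL-58 on glucose ran from 400 (without co-culture replicate 2) to 541 (without replicate 3). The *Halomonas* HL-48 co-cultures ran from 674 to 1006 (413 higher and 593 lower), the *Marinobacter* HL-58 co-cultures from 984 to 1178, and *Marinobacter* HL-58 in xylose co-culture against axenic glucose from 935 to 1063, the highest each time without xylose co-culture replicate 4. Axenic *Halomonas* HL-48 between sugars ran from 1012 to 1075. The interaction ran from 16 (without axenic xylose replicate 4) to 248 (without xylose co-culture replicate 4). It was 82 without glucose co-culture replicate 5, 21, 23, 21 and 20 without glucose co-culture replicates 1 to 4, 23 without xylose co-culture replicate 2, 22, 21 and 31 without axenic xylose replicates 1 to 3, and 19 and 23 without axenic glucose replicates 2 and 3. The gene lists and functional categories were not run, since the files used pair no locus tag with a symbol apart from *azlD*. In xylose co-culture, depth limits *Marinobacter* HL-58: 47 to 154 genes per library had no read.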

Differences from the paper's values

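The fits without glucose co-culture replicates 2 and 5, without xylose co-culture replicate 4, with a residual component and with limma-voom were chosen after the values were seen. The paper's thresholds (2-fold, adjusted p at most 0.05) were used throughout, with limma on variance-stabilized values in place of DESeq2 on counts. The paper's lists of called genes are not paired with locus tags, so how many of its genes a setting drops was not counted. For counts and folds, an alternative comes within the paper's value when the larger is at most 1.5 times the smaller, and for a log2 change when they differ by no more than the larger error and have the same sign.

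For *Halomonas* HL-48 on glucose, the paper gives 22 downregulated genes and limma called 14. Of 19 alternatives set before the data were examined, 5 come within the paper's value (23 with adjusted p alone, 23 with a change of 1 deposited unit, 16 with quantile normalization, 20 without axenic replicate 3 and 18 without axenic replicate 4), and the other 14 do not. Leaving out xylose co-culture replicate 4, chosen after seeing the values, gave 22 downregulated genes among 30, the residual component, chosen after seeing the values, gave 25 among 46, and leaving out glucose co-culture replicates 2 and 5, also chosen after, gave the paper's total of 28 but with 14 up and 14 down, against the paper's 6 and 22.

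For *Halomonas* HL-48 on xylose, the paper gives 147 genes, 63 upregulated and 84 downregulated, and limma called 60, 21 and 39. Of 18 alternatives set before the data were examined, 2 come within each of these values (adjusted p alone, with 141, 62 and 79, and a change of 1 deposited unit, with 137, 60 and 77), and the other 16 do not. With limma-voom, chosen after seeing the values, 114 genes were called, 77 up and 37 down.

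For the largest rise of *Halomonas* HL-48 on xylose, the paper gives 19.5-fold and the ratio of means gave 29.9-fold. Of 18 alternatives set before the data were examined, 6 come within the paper's value (27 with a pseudocount of 5, 26.4 with quantile normalization, 28.3 and 27 without axenic replicates 2 and 4, and 23.5 and 26.6 without co-culture replicates 2 and 3), all above 19.5, and the other 12 do not.

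For the histidine kinase gene *CD01DRAFT_0003* of *Marinobacter* HL-58, at 1.53 ± 2.23 normalized counts in glucose co-culture and 6.95 ± 2.41 in axenic culture, the supplement gives a log2 change of -2.83 (SE 0.70) and the ratio of means gave -1.65. Of 19 alternatives set before the data were examined, 1 comes within it (-2.36 without glucose co-culture replicate 1) and 18 do not. Between the co-cultures, the supplement gives -1.33 (SE 1.21) for *CD01DRAFT_0003* and the ratio gave 0.38. Of 18 such alternatives, 2 come within it (quantile normalization, and without glucose co-culture replicate 1) and 16 do not. Of 33 log2 values in the supplement, the other 31 differ from the ratios of means by less than the larger error.

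The paper states that the putative threonine efflux gene *CD01DRAFT_1793* was downregulated in *Marinobacter* HL-58 under competition. Its log2 change was 0.10 (limma adjusted p = 0.76), and it ranged from 0.05 to 0.15 over 24 alternatives (adjusted p 0.2 to 0.91), none of which called it. The fall that the paper states for *azlD* (*CD01DRAFT_3656*) was found, with a log2 change of -3.17.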

Other observations

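The tests of shared responses and of neighbouring loci were chosen after the results were seen, and all rest on locus tags and calls by limma.

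Genes that responded to the partner often lay side by side in locus number. Of the 20 *Halomonas* HL-48 genes called on glucose, 60% had a neighbour in locus number called in the same direction, and the longest run held 4 genes. There were 7 neighbouring pairs, against 0.0596 expected and at most 2 in 10000 random orders. *Marinobacter* HL-58 had 169 such pairs on glucose (27.8 expected, at most 48), with 56.4% of genes in runs of up to 11. On xylose *Halomonas* HL-48 had 21 pairs (0.559 expected, at most 5). For each of these 3 comparisons the permutation p was 0.0001, the smallest that 10000 orders can give.

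Many *Halomonas* HL-48 genes changed with the sugar in the same direction with and without the partner. On glucose against xylose, 186 genes were higher both in axenic culture and in co-culture (33.9 by chance), 407 were lower in both (93.8 by chance) and 0 went opposite ways. The log2 changes correlated at r = 0.87 across genes, which are not independent replicates. Without xylose co-culture replicate 4 the overlaps were 292 and 484, with 1 gene opposite and r = 0.91. In xylose co-culture replicate 4, *CY41DRAFT_1942* had 463 normalized counts, within the xylose range, and *CY41DRAFT_1366* had 379, within the glucose range.

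In *Marinobacter* HL-58, co-culture on either sugar was compared with the same axenic glucose cultures. Of the called genes, 63 were higher in both (27.7 by chance), 79 lower in both (30.2 by chance) and 41 opposite, with r = 0.29 across genes. Shared controls alone raise such a correlation. In 100 simulations of unchanged co-cultures against these controls, r was at most 0.14 and the covariance of log2 changes had a mean of 0.012, against 0.270 observed. The simulations called a mean of 0.3 and 8.61 genes on glucose and xylose, too few to give an overlap to compare with 63 and 79. With the axenic libraries divided between the comparisons, 34 genes were higher in both (15 by chance), 46 lower (21.6 by chance) and 31 opposite, with r = 0.27 and a covariance of 0.248.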
